# Mutations in THAP1/DYT6 reveal that diverse dystonia genes disrupt similar neuronal pathways and functions

**DOI:** 10.1371/journal.pgen.1007169

**Published:** 2018-01-24

**Authors:** Zuchra Zakirova, Tomas Fanutza, Justine Bonet, Ben Readhead, Weijia Zhang, Zhengzi Yi, Genevieve Beauvais, Thomas P. Zwaka, Laurie J. Ozelius, Robert D. Blitzer, Pedro Gonzalez-Alegre, Michelle E. Ehrlich

## Abstract

Dystonia is characterized by involuntary muscle contractions. Its many forms are genetically, phenotypically and etiologically diverse and it is unknown whether their pathogenesis converges on shared pathways. Mutations in *THAP1* [THAP (Thanatos-associated protein) domain containing, apoptosis associated protein 1], a ubiquitously expressed transcription factor with DNA binding and protein-interaction domains, cause dystonia, DYT6. There is a unique, neuronal 50-kDa Thap1-like immunoreactive species, and Thap1 levels are auto-regulated on the mRNA level. However, *THAP1* downstream targets in neurons, and the mechanism via which it causes dystonia are largely unknown. We used RNA-Seq to assay the *in vivo* effect of a heterozygote *Thap1* C54Y or ΔExon2 allele on the gene transcription signatures in neonatal mouse striatum and cerebellum. Enriched pathways and gene ontology terms include eIF2α Signaling, Mitochondrial Dysfunction, Neuron Projection Development, Axonal Guidance Signaling, and Synaptic LongTerm Depression, which are dysregulated in a genotype and tissue-dependent manner. Electrophysiological and neurite outgrowth assays were consistent with those enrichments, and the plasticity defects were partially corrected by salubrinal. Notably, several of these pathways were recently implicated in other forms of inherited dystonia, including DYT1. We conclude that dysfunction of these pathways may represent a point of convergence in the pathophysiology of several forms of inherited dystonia.

## Author summary

Dystonia is a brain disorder that causes disabling involuntary muscle contractions and abnormal postures. Mutations in *THAP1*, a zinc-finger transcription factor, cause DYT6, but its neuronal targets and functions are unknown. In this study, we sought to determine the effects of Thap1C54Y and ΔExon2 alleles on the gene transcription signatures at postnatal day 1 (P1) in the mouse striatum and cerebellum in order to correlate function with specific genes or pathways. Our unbiased transcriptomics approach showed that *Thap1* mutants revealed multiple signaling pathways involved in neuronal plasticity, axonal guidance, and oxidative stress response, which are also present in other forms of dystonia, particularly DYT1. We conclude that dysfunction of these pathways may represent a point of convergence on the pathogenesis of unrelated forms of inherited dystonia.

## Introduction

Dystonia is a brain disorder that causes disabling involuntary muscle contractions and abnormal postures. When this is the only feature, it is termed isolated dystonia. The pathogenic molecular mechanisms underlying the neuronal dysfunction that leads to dystonia remain to be elucidated and current treatments are unsatisfactory. The advent of next generation sequencing is rapidly expanding the list of genes causing isolated dystonia, including dominant mutations in *THAP1* (DYT6), *TOR1A* (DYT1), *GNAL* (DYT25), *ANO3* (DYT24), *CIZ1* (DYT23) and *TUBB4A* (DYT4), and recessive mutations in *HPCA* (DYT2), *COL6A3* (DYT27) and PRKRA (*DYT16*) [1–6], although some of these are still pending confirmation. Apart from rare inherited defects in dopamine synthesis [7], there is no known biological pathway that causally links genetic forms of dystonia. Phenotypic similarities between some inherited dystonias, including the most common DYT1 and DYT6, may suggest a shared underlying pathogenic mechanism. Uncovering such mechanisms would be a significant milestone, and potentially widely applicable for therapeutic development.

DYT6 is caused by mutations in *THAP1* [Thanatos-associated (THAP) domain-containing apoptosis-associated protein] [8,9], encoding a ubiquitously expressed transcription factor [10,11]. Similar to DYT1, caused by a mutation in *TOR1A* encoding TorsinA, the disease phenotype is restricted to the central nervous system despite widespread expression of the mutated protein. Disease-causing mutations in *THAP1* are dispersed throughout the coding regions, but most are missense and located in the DNA-binding domain (DBD) [12]. THAP domain DNA-binding activity is zinc-dependent, and the four metal-coordinating residues of the C2CH module are crucial for functional activity [13]. Nonsense mutations, equivalent to a null allele, likely result in the generation of small mRNA species that are subject to nonsense-mediated decay [8]. Little is known about the biological function of THAP1, particularly in neurons, although there is a neuron-specific DNA-binding THAP1-like-immunoreactive species [10]. There is also an alternatively spliced form lacking Exon2 which functionally does not substitute for the full-length protein [14] and is normally present at very low levels in the brain [15].

DYT6 is inherited in an autosomal dominant manner with reduced penetrance. Few brains from DYT6 patients have been examined and, to date, they do not exhibit any characteristic neuropathologic lesions [16]. Structural and functional neuroimaging in DYT6 manifesting and non-manifesting carriers (NMCs) demonstrates abnormalities in cerebello-thalamo-cortical and cortico-striato-pallido-thalamo-cortical pathways [17]. Genetically engineered mice with heterozygote *Thap1* mutations, either C54Y or ΔExon2, display structural abnormalities of the deep cerebellar nuclei and deficits on motor tasks without overt dystonia [18]. Both mutations are early embryonic lethal when homozygote [18], and in mouse embryonic stem cells, lead to decreased viability and neuroectodermal differentiation [14]. The cell cycle is the major dysregulated pathway that emerged from microarray assays of HUVECs with up- or down-regulation of THAP1 and of human lymphoblasts harboring a disease-associated intronic variant of *THAP1* [19,20], but was not enriched in ES cells [14].

To study the role of Thap1 in brain, we performed unbiased transcriptomic, RNA-Seq profiling of postnatal day 1 striatal and cerebellar tissue in two genetic mouse models of *THAP1*/DYT6 harboring mutations that alter the DNA binding domain, either (1) *Thap1*^*C54Y*^, a constitutive knock in (KI) of the C54Y causative mutation in the DNA binding domain (DBD) of *THAP1 and (2) Thap1*^*-*^, a constitutive knockout (KO) of exon 2 (ΔExon2) [18]. This was followed by functional studies to validate dysregulated molecular pathways with a focus on those that were either “top hits” and/or overlapped with other dystonias. We, and others, [21] have found that molecular abnormalities are present in the developmental stage, but their relationship to the emergence and persistence of the phenotype remains to be determined.

## Results

### Differential gene expression analysis in the striatum and cerebellum of *Thap1*^*+/-*^ and *Thap1*^*C54Y /+*^ vs wild-type mice

*Thap1*^*C54Y /+*^ KI mice carry a point mutation in one of three cysteine residues that are part of the zinc binding motif [19], altering binding of THAP1 to DNA [8,22]. *Thap1* KO mice, i.e. ΔExon2, deletes part of the DBD, and is referred to herein as *Thap1*^*+/-*^ [18]. 

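RNA was sequenced from the striatum and the cerebellum of *Thap1*+/- pups, *Thap1* C54Y/+ pups and the wild-type (WT) littermates of each line at postnatal day 1. *Thap1*+/- pups lack exon 2 of 1 *Thap1* allele, which deletes part of the DNA-binding domain. *Thap1* C54Y/+ pups carry 1 allele with the C54Y substitution in the zinc-binding motif. There were 4 libraries for each genotype and region and 4 for the matching WT littermates, 32 libraries in all. The authors removed ribosomal RNA, sequenced the libraries as paired-end reads, aligned the reads to the mouse genome (mm10, the GRCm38 build) with STAR, and counted reads on genes with featureCounts. Their table of these counts, which lists 24062 genes by symbol and is not normalized, was the starting point here.

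Between 14504443 and 28043210 reads per library were counted on genes, with a median of 17636930. In the striatum, the totals were 14733346 to 25228389 for *Thap1*+/- pups (median 18384826) and 14948860 to 22110522 for their WT littermates (median 17227264). For *Thap1* C54Y/+ pups they were 14504443 to 26906412 (median 19147968), and for their WT littermates 16500539 to 21997890 (median 19196384). In the cerebellum, the totals were 15218731 to 17635970 for *Thap1*+/- pups (median 17125489.5) and 16082064 to 26319486 for their WT littermates (median 17425615.5). They were 16031930 to 28043210 for *Thap1* C54Y/+ pups (median 19173021) and 17049563 to 21979244 for their WT littermates (median 18174841). The paper gives the number of uniquely mapped reads of each library (S10 Table). The reads counted on genes, which all values here use, were 46.1% to 64.5% of that number.

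Each mutant group was compared with its own WT littermates by edgeR's quasi-likelihood test, with TMM normalization, over genes with at least 1 count in at least 1 of the 8 libraries. As in the paper's tables, a gene was called a differentially expressed gene (DEG) at an unadjusted p-value of at most 0.05. The number of genes with a Benjamini-Hochberg adjusted p-value of at most 0.05 is given beside it. Genes are named as in the count table, and coordinates are those of GENCODE M21 on GRCm38. Counts are per gene, and the paper's text does not name whether they use strand. Genes that overlap or that have near-identical copies may therefore have exchanged reads.

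*Thap1* itself lies on chromosome 8 from 26158141 to 26164151. In the striatum of *Thap1*+/- pups it was at 13.9, 13.8, 13.6 and 12.8 TMM-normalized CPM (counts scaled to library size) in replicates 1 to 4, with 12.4, 11.6, 11.1 and 12.4 in the WT littermates. In the cerebellum it was at 15.1, 13.2, 13.5 and 15.6 in *Thap1*+/- pups, with 9.93, 8.51, 12.4 and 10.3 in WT. All 4 *Thap1*+/- libraries were thus above all 4 WT libraries in each region. *Thap1* C54Y/+ pups had 13.4, 12.5, 14.1 and 13.9 in the striatum, with 12.4, 10.1, 12.8 and 9.90 in WT. In their cerebellum *Thap1* was at 14.3, 11.6, 14.2 and 13.0, with 10.2, 12.2, 10.9 and 9.53 in WT. In both regions the *Thap1* C54Y/+ and WT ranges overlapped. In the striatum only the library labelled mutant replicate 2 lay below a WT library, that labelled replicate 3. In the cerebellum only the library labelled mutant replicate 2 did, below WT replicate 2. The labels of both mutant libraries and of that striatal WT library are examined further below. These counts cover the whole gene and do not separate the alleles.

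In 16 of the 32 libraries, *Xist* was at 1010 to 1750 CPM (counts per library total, without TMM) and the Y-linked gene *Ddx3y* at no more than 0.713. In the other 16, *Xist* was at no more than 41.6 and *Ddx3y* at 84.8 to 122. The first pattern was found in 5 of the 16 mutant and 11 of the 16 WT libraries.

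**Figure D1:**
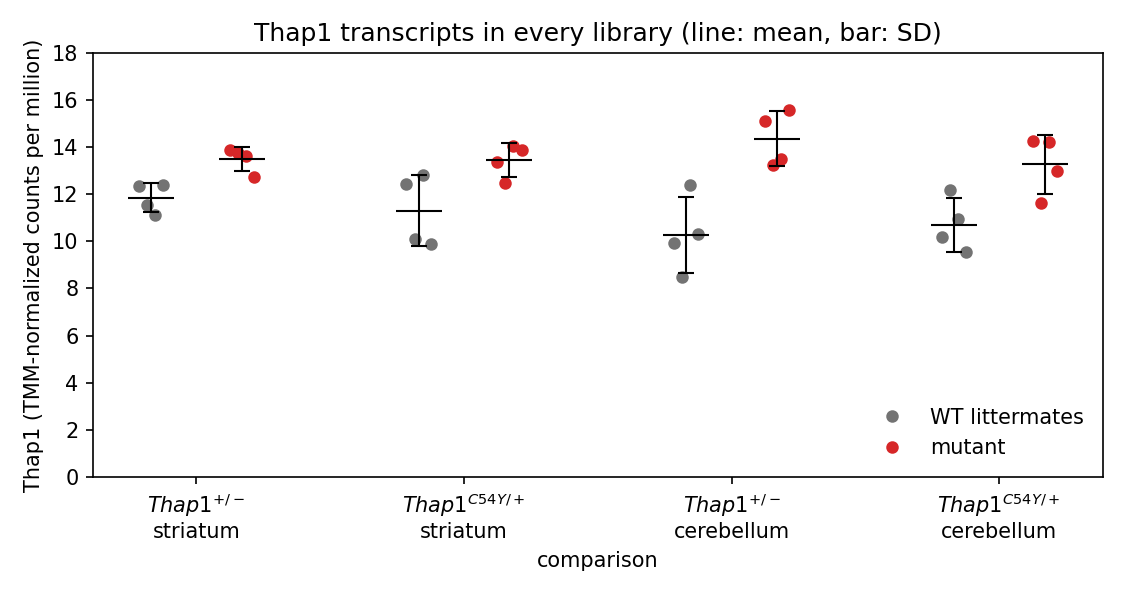
*Thap1* in each of the 32 libraries, as TMM-normalized CPM, for the 4 comparisons of mutant pups (red points) with their WT littermates (grey points); the horizontal line is the mean of 4 libraries and the bar the SD. The mean of *Thap1*+/- pups was 13.5 in the striatum and 14.4 in the cerebellum, against 11.9 and 10.3 in WT, and that of *Thap1* C54Y/+ pups was 13.5 and 13.3, against 11.3 and 10.7 in WT.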

We performed RNA-Seq analysis of cerebellar and striatal tissue dissected from postnatal day 1 (P1) *Thap1*^*+/-(ΔExon2)*^, *Thap1*^*C54Y/+*^ and wild-type (WT) controls (N = 4/genotype, all males). At this age, neurons outnumber glia and the limited studies in Ruiz *et al*. [18] showed greater changes in mRNA levels than in the adult. There was a higher number of differentially expressed genes (DEGs) in *Thap1*^*+/-*^ than in *Thap1*^*C54Y/+*^ in both structures (Fig 1 and S1–S4 Tables). 

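Of the 22456 genes tested in the *Thap1*+/- striatum, 2784 were DEGs, 1666 up-regulated and 1118 down-regulated. At an adjusted p-value of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) there were 3 genes. *Sycp1* was at least 20.2-fold higher than in the WT libraries, which held no more than 2 counts each (adjusted p = 0.000283). *Scand1* had a log2 fold change of 1.58 (standard error 0.18, adjusted p = 0.0175). *Gpr174* was at least 26.9-fold lower than in WT, with no more than 2 counts in each mutant library (adjusted p = 0.0407). *Gpr174* is X-linked, and both groups held libraries of both *Xist* patterns. Among 22499 genes in the *Thap1* C54Y/+ striatum, 595 were DEGs, 232 up- and 363 down-regulated, and 0 passed the adjusted threshold.

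Of the 22404 genes tested in the *Thap1*+/- cerebellum, 2577 were DEGs, 1384 up- and 1193 down-regulated, and 11 passed the adjusted threshold. *Fam210b*, on chromosome 2 from 172345565 to 172355749, had the smallest p-value, with 30.8 ± 0.844 TMM-normalized CPM (SD, n = 4) in *Thap1*+/- and 66.9 ± 14.5 (SD, n = 4) in WT pups. The log2 fold change was -1.12 (standard error 0.12, adjusted p = 0.00115). *Sycp1* was higher by a log2 fold change of 1.97 (standard error 0.22, adjusted p = 0.00119). *Kcnq1ot1* (0.50, adjusted p = 0.0169), *Itm2a* (-0.49, adjusted p = 0.0169) and *Colec12* (-0.65, adjusted p = 0.0277) came next. Among 22592 genes in the *Thap1* C54Y/+ cerebellum, 169 were up-regulated and 334 down-regulated DEGs, and 0 passed the adjusted threshold.

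Libraries with the same replicate number were checked for shared deviations from their group means. In the *Thap1* C54Y/+ comparisons the mean correlation of these deviations across genes was 0.115 in the striatum and -0.111 in the cerebellum. With the replicate number as a block, 507 genes were DEGs in the *Thap1* C54Y/+ striatum (192 up, 315 down, 0 adjusted) and 347 in the cerebellum (84 up, 263 down, 1 adjusted). A gene-length offset moved the share of up-regulated DEGs from 39.0% to 49.3% in the *Thap1* C54Y/+ striatum (300 up, 309 down) and from 33.6% to 56.0% in the cerebellum (297 up, 233 down). It also moved the median log2 fold change of all genes, from -0.0038 to 0.030 in the former and from -0.010 to 0.030 in the latter. The count in the *Thap1*+/- striatum moved most, to 1220 DEGs, when the level of cortical projection neuron markers was a covariate, an alternative chosen after seeing the data.

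The difference between the effects of the mutations was also tested gene by gene, over the 16 libraries of each region. In the striatum, 0 genes differed at an adjusted p-value of at most 0.05 and 1940 at an unadjusted one. In the cerebellum these numbers were 0 and 1279.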

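Over the 21931 genes tested in both striatal comparisons, 80 were DEGs in *Thap1*+/- and in *Thap1* C54Y/+ pups. Of these, 19 were up-regulated in both, 15 were down-regulated in both and 46 changed in opposite directions. Independent sets of the same sizes would share 74.9 genes on average, and an overlap beyond that number was not shown (exact hypergeometric test, one-sided, p = 0.279). In the cerebellum, 67 of 21971 genes were DEGs in both genotypes, 13 up-regulated, 34 down-regulated and 20 in opposite directions, with 58.4 from independent sets (exact hypergeometric test, p = 0.128). With the replicate number as a block, for which the check values are given above, 114 genes were shared in the striatum, 58 of them changed in opposite directions, and 61 in the cerebellum. Both were above the 62.2 and 37.9 genes from independent sets (exact hypergeometric test, p = 5.94e-11 and p = 0.000117). With DESeq2's Wald test 73 and 52 were shared, with 58.2 and 37.4 from independent sets (exact hypergeometric test, p = 0.0239 and p = 0.00928). With filterByExpr 49 were shared in each region, with 60.2 and 49.6 from independent sets (exact hypergeometric test, p = 0.955 and p = 0.561). All these p-values take genes as independent, which they are not. They describe the overlaps and do not rule out that chance gave them. The striatal count moved most at a stricter unadjusted p-value of at most 0.01, to 3 genes.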

55 striatal DEGs overlapped between genotypes (Fig 1C, S5 Table) and 35 overlapped in the cerebellum (Fig 1F, S5 Table). The highest ranked DAVID Gene Ontology (GO) terms for the striatal overlapping DEGs were positive regulation of signal transduction, proteasome-mediated ubiquitin-dependent protein catabolic process and lipid storage, while those for overlapping DEGs in the cerebellum included cellular response to amino acid stimulus, and DNA-templated transcription. Among the overlapping DEGs, *Cdh4* and *Phf13* (up-regulated in striatum), *Wibg* and *Rsph1* (down-regulated in striatum), *Ppan* (differentially regulated in cerebellum), and *Nid2* (down-regulated in cerebellum) contain presumptive THABS motifs (S5 Table), supporting the notion that Thap1 may act as either an activator or repressor [13].

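*Cdh4*, on chromosome 2 from 179442431 to 179899373, was at 130.9 ± 28.5 TMM-normalized CPM (SD, n = 4) in the *Thap1*+/- striatum and 70.1 ± 18.2 (SD, n = 4) in WT. This was a log2 fold change of 0.90 (standard error 0.19, adjusted p = 0.277), between 0.76 and 1.06 with each library left out in turn. For *Thap1* C54Y/+ pups it was at 114.3 ± 31.5 (SD, n = 4) against 77.2 ± 15.1 (SD, n = 4), a log2 fold change of 0.57 (standard error 0.19), or 0.55 with the replicate block. *Phf13*, on chromosome 4 from 151989633 to 151996258, rose by 0.54 on the log2 scale in *Thap1*+/- (standard error 0.22, adjusted p = 0.361) and 0.28 in *Thap1* C54Y/+ pups (standard error 0.092). It was not a DEG of *Thap1*+/- pups in 5 of the 8 fits that each left out 1 library.

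*Wibg*, on chromosome 10 from 128747889 to 128766564, was lower by a similar amount in both lines. It was at -0.23 on the log2 scale in *Thap1*+/- (standard error 0.11, adjusted p = 0.413) and -0.21 in *Thap1* C54Y/+ pups (standard error 0.087). By the unadjusted p-value, *Wibg* was a DEG in *Thap1* C54Y/+ but not in *Thap1*+/- pups. It was not a DEG of *Thap1* C54Y/+ pups in 5 of the 8 fits that each left out 1 library. *Rsph1*, on chromosome 17 from 31255019 to 31277383, was at 2.48 ± 1.10 CPM (SD, n = 4) in *Thap1*+/- and 5.17 ± 2.27 (SD, n = 4) in WT pups. This was a log2 fold change of -1.05 there (standard error 0.37, adjusted p = 0.316) and -0.77 in *Thap1* C54Y/+ pups (standard error 0.24).

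In the cerebellum, *Ppan*, on chromosome 9 from 20888175 to 20892178, fell by 0.18 on the log2 scale in *Thap1*+/- pups (standard error 0.084, adjusted p = 0.415). It rose by 0.25 in *Thap1* C54Y/+ pups (standard error 0.099), with both changes under the unadjusted threshold. Each change lost that threshold in 5 of the 8 fits of its line that left out 1 library. The *Thap1*+/- change also lost it with the replicate block. *Nid2*, on chromosome 14 from 19751265 to 19811787, was lower in both, with log2 fold changes of -0.27 (standard error 0.10, adjusted p = 0.309) and -0.41 (standard error 0.13). In *Thap1* C54Y/+ pups the adjusted p-values were 1 for the 4 striatal genes and 0.998 for the cerebellar ones (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 6 genes, *Wibg* alone stopped being a DEG of *Thap1* C54Y/+ pups with the replicate block.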

**Fig 1:**
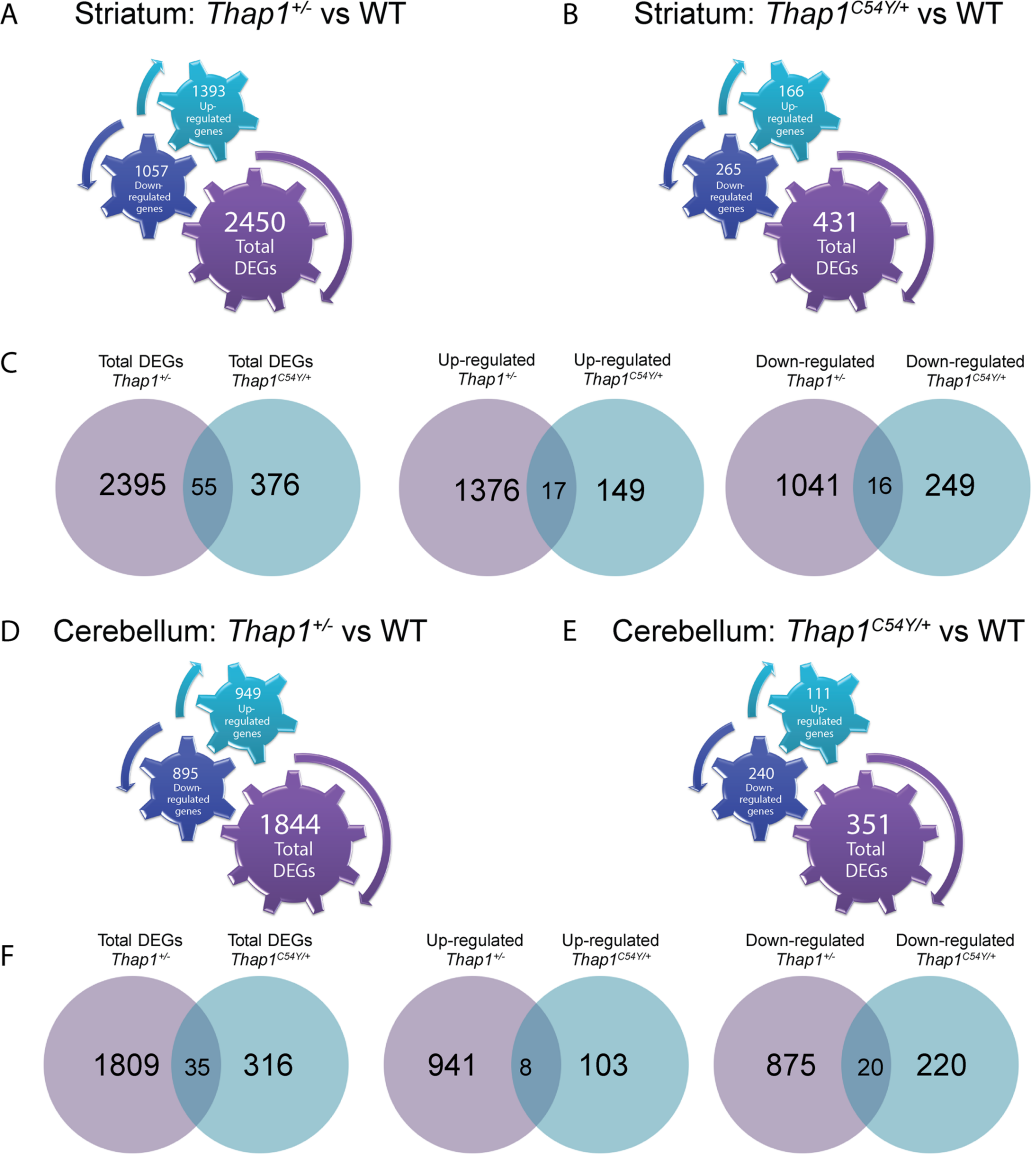
Global analysis of differential gene expression in striatum and cerebellum of *Thap1*^*+/-*^ or *Thap1*^*C54Y/+*^ vs WT. RNA-Seq was used to identify differentially expressed genes (DEGs) in the heterozygote *Thap1*^*+/-*^ and *Thap1*^*C54Y*^ P1 striatum and cerebellum as compared to WT. Diagrams show number of total DEGs as well as the number of up- or down-regulated genes in the **(A)** *Thap1*^*+/-*^ striatum vs WT **(B)** *Thap1*^*C54Y*^ striatum vs WT. **(C)** Venn diagrams show the number of overlapping DEGs (total, up-regulated or down-regulated) between *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ relative to WT striatum. Diagrams show number of total DEGs as well as the number of up- or down-regulated genes in the **(D)** *Thap1*^*+/-*^ cerebellum vs WT **(E)** *Thap1*^*C54Y/+*^ cerebellum vs WT. **(F)** Venn diagrams show the number of overlapping DEGs (total, up-regulated or down-regulated) between *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ relative to WT cerebellum. Cogged gears in panels A, B, D and E represent the number and the direction of the differentially expressed genes for each genotype and brain region, as follows: up-regulated genes (turquoise color, upward right arrow); down-regulated genes (dark blue color, downward left arrow); total [number] of genes (purple color, downward right arrow).

To determine if any of the DEGs are linked to dystonia or related disorders, we cross-matched them with the Emory University genetic dystonia panel (http://geneticslab.emory.edu/tests/MM550) and with the Mount Sinai Genetic Testing Laboratory Movement Disorders and Neuromuscular Disease Panel (S6 Table). 

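For the *Thap1*+/- striatum, the paper's list of genes on the dystonia and movement disorder panels (S6 Table) holds 60 distinct names. All 60 were tested here, and 56 were DEGs, 34 up- and 22 down-regulated, with log2 fold changes from -0.69 to 0.89. All 5 genes listed for the *Thap1* C54Y/+ striatum were DEGs, 2 up- and 3 down-regulated. At an adjusted p-value of at most 0.05 over all genes, 0 of either list passed. The lists are the paper's calls on these same libraries, so the counts show no stability.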

We found 59 cross-matched striatal *Thap1*^*+/-*^ DEGs and 5 *Thap1*^*C54Y/+*^ DEGs. 

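*Cryab*, on chromosome 9 from 50751325 to 50756636, changed in opposite directions in the striatum of the lines. It was at 2.71 ± 1.49 TMM-normalized CPM (SD, n = 4) in *Thap1*+/- and 1.5 ± 0.380 (SD, n = 4) in WT pups, and at 0.771 ± 0.366 (SD, n = 4) in *Thap1* C54Y/+ and 2.14 ± 1.69 (SD, n = 4) in WT pups. On the log2 scale the change was 0.89 in *Thap1*+/- (standard error 0.39, adjusted p = 0.390 from edgeR's quasi-likelihood test) and -1.5 in *Thap1* C54Y/+ pups (standard error 0.62). It stopped being a DEG in 4 of the 8 fits that left out 1 library in each line. With the replicate block, the *Thap1* C54Y/+ log2 fold change of *Cryab* was -1.28, and it was not a DEG.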

*Cryab* and *Fus* appeared in both sets. In cerebellum, we identified 54 cross-matched DEGs in the *Thap1*^*+/-*^ and 7 in *Thap1*^*C54Y/+*^, including 3 overlapping genes in both genotypes, *Thap1*, *Lama1* and *Sacs*.

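Of the 54 genes listed for the *Thap1*+/- cerebellum, 50 were DEGs here, 27 up- and 23 down-regulated, and of the 7 listed for *Thap1* C54Y/+ pups 6 were (2 up, 4 down). *Thap1* had a log2 fold change of 0.47 in *Thap1*+/- (standard error 0.12, adjusted p = 0.124 from edgeR's quasi-likelihood test) and 0.31 in *Thap1* C54Y/+ pups (standard error 0.12). *Lama1*, on chromosome 17 from 67697259 to 67822647, was lower in both, with log2 fold changes of -0.35 (standard error 0.093, adjusted p = 0.142) and -0.40 (standard error 0.16). Adjusted p-values were 0.998 for both genes in *Thap1* C54Y/+ pups. With each library left out in turn, *Thap1* remained a DEG in all 8 fits in *Thap1*+/- pups and in 4 of 8 in *Thap1* C54Y/+ pups. With the replicate block the *Thap1* C54Y/+ log2 fold changes were 0.31 and -0.43.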

As the RNA for this study was derived from whole tissue, we utilized an RNA-sequencing transcriptome and splicing database annotating glia, neurons, and vascular cells from the mouse brain [23], in order to investigate the cell subtype origin of the DEGs in the striatum and cerebellum of the *Thap1*^*+/-*^ or *Thap1*^*C54Y/+*^ vs WT mice (S7 Table). The largest cell-type fraction of both the up- and down- regulated genes in the *Thap1*^*+/-*^ striatum were neuronal, while the greatest fraction of the up- and down- regulated genes in the cerebellum were expressed in endothelial and oligodendrocyte progenitor cells, respectively. 

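For the *Thap1*+/- striatum, S7 Table lists 62 up-regulated neuronal genes that are in the count table. All 62 were up-regulated DEGs here, with a median log2 fold change of 0.67. The other up-regulated lists hold 58 newly formed oligodendrocyte genes (57 DEGs), 52 oligodendrocyte progenitor genes (51 DEGs), 48 myelinating oligodendrocyte genes (47 DEGs), 39 astrocyte genes (37 DEGs), 26 endothelial genes (25 DEGs) and 14 microglial genes (14 DEGs). Among the down-regulated lists, that of astrocytes has 26 genes (26 DEGs, median -0.49) and that of endothelial cells 16 (15 DEGs, median -0.52). The lists for the *Thap1*+/- cerebellum hold 10 down-regulated endothelial genes (10 DEGs, median log2 fold change -0.42), 7 down-regulated oligodendrocyte progenitor genes (7 DEGs, median -0.49) and 5 up-regulated neuronal genes (5 DEGs, median 0.38). A single gene is listed as up-regulated for each of endothelial cells (0.57) and oligodendrocyte progenitors (0.41). Because S7 Table names DEGs of these libraries, calling them again shows no stability.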

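For the *Thap1* C54Y/+ striatum, S7 Table lists 3 up-regulated neuronal genes, with log2 fold changes here of 0.57 to 1.00, and 5 down-regulated astrocyte genes, with -0.96 to -0.43. For the *Thap1* C54Y/+ cerebellum it lists 2 down-regulated endothelial genes, at -0.52 and -0.47, and 1 down-regulated microglial gene, at -0.64. All of these genes had unadjusted p-values of at most 0.05, and 0 passed an adjusted p-value of 0.05. In the *Thap1*+/- line, the 5 astrocyte genes had log2 fold changes of -1.05 to 0.39 in the striatum.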

The largest cell-type fraction of both the up- and down- regulated genes in the *Thap1*^*C54Y/+*^ striatum were neuronal and astrocytic in origin, while most of the up- and down- regulated genes in the cerebellum were derived from endothelial and microglial cells (S7 Table). It should be noted that P1 mice will have a greater enrichment for cell growth and gene regulatory pathways. Zhang *et al*. [23] showed that oligodendrocyte-lineage cell isolation does not occur until P17, the earliest time point when the full collection of oligodendrocyte-lineage cells is present. Therefore, one potential limitation of this study is age at which the transcriptomes were assayed but it is also a strength in terms of looking at altered pathways during this critical period.

Ingenuity Pathway Analysis (IPA) and DAVID GO terms identified biological functions and pathways enriched in DEGs from each dataset. The highest ranked IPA canonical pathways and GO Terms for each set of DEGs are shown in Fig 2 and S1 and S2 Tables. 

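The lists behind these enrichments can be set beside the DEGs found here. Of the 1391 genes that S1 Table gives as up-regulated in the *Thap1*+/- striatum, 1347 were up-regulated DEGs, and of the 1055 given as down-regulated 924 were down-regulated DEGs. For the *Thap1* C54Y/+ striatum (S2 Table), these numbers were 143 of 166 and 230 of 265. In the *Thap1*+/- cerebellum (S3 Table) they were 931 of 949 and 861 of 895, and in the *Thap1* C54Y/+ cerebellum (S4 Table) 101 of 111 and 226 of 240. Every one of these genes had the direction that the paper lists.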

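Between striatum and cerebellum, 604 of the 21878 genes tested in both regions of *Thap1*+/- pups were DEGs in both, 289 up-regulated, 280 down-regulated and 35 in opposite directions. Independent sets of these sizes would share 326 genes. In *Thap1* C54Y/+ pups, 25 of 22005 genes were shared, 4 up-regulated, 19 down-regulated and 2 in opposite directions, with 13.3 from independent sets. Which striatal and cerebellar libraries came from the same pup is not stated in the paper's text, so these regions were not treated as independent and no p-value is given. The change in *Thap1*+/- pups was also compared between the regions, over their 16 libraries, and it differed at an adjusted p-value of at most 0.05 for 2 genes and at an unadjusted one for 1724. This comparison treats the 16 libraries as separate samples, which does not hold if pups gave both regions.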

There were marked genotype-dependent differences, but there were overlaps between striatum and cerebellum within each genotype. Based on what were either the most significantly enriched pathways and terms, and/or those which are related to identified abnormalities in DYT6 and DYT1 models, we chose to functionally explore the eIF2α pathway, neuron projection development, synaptic plasticity [long term depression (LTD) and potentiation (LTP)], and mitochondrial Complex I.

**Fig 2:**
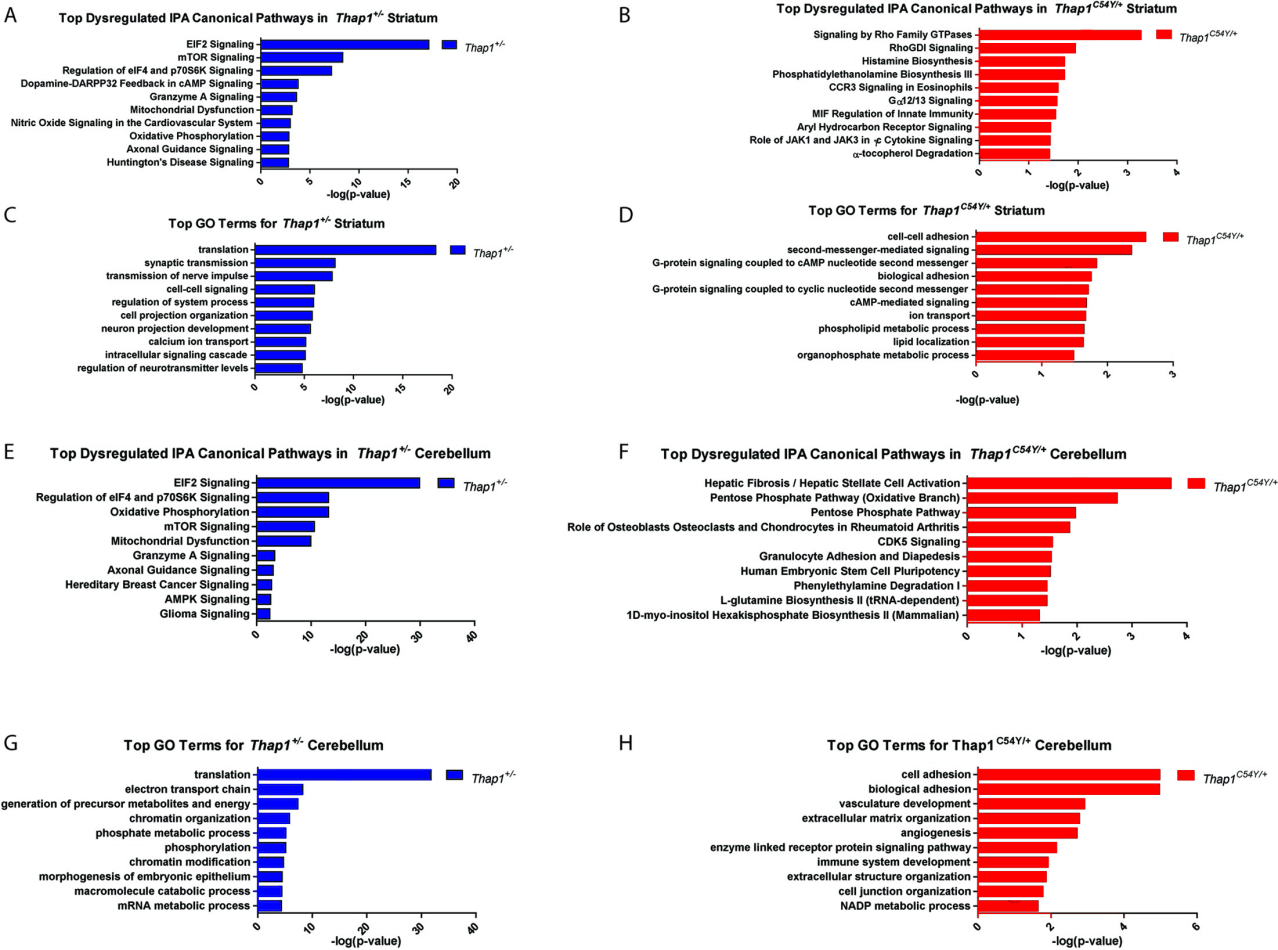
Top canonical pathways and gene ontology terms enriched in striatum and cerebellum of *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ relative to WT. **(A,B)** Top canonical pathways as determined by IPA analysis, and **(C,D)** DAVID Gene Ontology (GO) terms show an enrichment of biological process based on the list of significant DEGs (DEseq p < 0.05) in the striatum of *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ relative to WT. **(E,F)** Top canonical pathways and **(G,H)** DAVID GO terms based on the list of significant DEGs in the cerebellum of *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ relative to WT.

To determine if any of the DEGs from the RNA-Seq datasets were bound directly by THAP1, we compared them against two publicly available THAP1 ChIP-Seq datasets, one from human ENCODE K562 cells, and the other from mouse ES cells [14]. 

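All 32 genes that S11 Table gives for the mouse ES cell data were tested in the *Thap1*+/- cerebellum here. Of these, 30 were DEGs, 12 up- and 18 down-regulated, with log2 fold changes from -0.47 to 0.57 and a median of -0.21. Of the 39 names given for the K562 data, 38 were in the count table and 33 were DEGs, 21 up- and 12 down-regulated, with a median log2 fold change of 0.19. After adjustment over all genes, 1 gene of the mouse ES cell list and 0 of the K562 list had a p-value of at most 0.05. In the *Thap1* C54Y/+ cerebellum, 1 gene of each list was a DEG. Both lists hold only the paper's DEGs of the *Thap1*+/- cerebellum from these libraries. The counts thus show no stability and do not measure how many bound genes change in either genotype.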

The *Thap1*^*+/-*^ cerebellum had the greatest number of overlapping genes when compared to both ChIP-Seq datasets, with a total of 32 overlapping genes when compared to the mouse ES cell data and 39 overlapping genes when compared to the K562 dataset (S11 Table). The highest ranking biological functions enriched in the 32-member gene set as identified by DAVID GO are: cellular macromolecules metabolic process, ribosomal small subunit assembly, and negative regulation of protein kinase activity (S11 Table). The highest ranking biological functions in the 39-member gene set as identified by DAVID GO are: cellular process, cellular metabolic process and gene expression (S11 Table).

### *Thap1* mutant mice show evidence of abnormal eIF2α signaling

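Of the genes that the paper lists under EIF2 Signaling, 67 were tested in the *Thap1*+/- striatum and 66 were DEGs, 56 down- and 10 up-regulated, with a median log2 fold change of -0.28 (S1 Table). In the cerebellum of these pups 66 were tested and 65 were DEGs, 54 down- and 11 up-regulated, with a median of -0.19 (S3 Table). None of the striatal genes and 1 of the cerebellar genes passed an adjusted p-value of 0.05 over all genes. After adjustment over the list alone, 66 and 65 did, but the lists are the paper's own DEGs of these libraries.

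Genes of cytosolic ribosomal proteins were also tested as a set, whether or not a gene was listed or a DEG. The median log2 fold change of 78 such genes was -0.29 in the *Thap1*+/- striatum, where 76 were lower than in WT and 64 were down-regulated DEGs. It was -0.23 in the cerebellum, where 77 of 78 were lower and 66 were down-regulated DEGs. Against all other genes, the adjusted p-values were 2.02e-37 and 2.14e-48 over 12 tests of 3 gene sets in 4 comparisons (limma's camera test, with an inter-gene correlation of 0.01). The alternative that moved them most was an inter-gene correlation estimated from the data, with unadjusted values of 0.0649 and 0.0286 and adjusted values of 0.259 in both regions. The striatal median moved most against all 8 WT libraries of the region, to -0.13 (adjusted p-value 1.69e-10), and the cerebellar one was then -0.23.

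Among single genes, *Rpl35*, on chromosome 2 from 39001580 to 39005624, had a log2 fold change of -0.33 in the striatum (standard error 0.077, adjusted p = 0.277). *Rps20*, on chromosome 4 from 3831334 to 3835665, was at 229 ± 7.09 TMM-normalized CPM (SD, n = 4) in the *Thap1*+/- cerebellum and 284 ± 15.6 (SD, n = 4) in WT. The log2 fold change was -0.31 (standard error 0.052, adjusted p = 0.0397 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ribosomal protein genes have many near-identical pseudogene copies, among which the authors' counting could have split reads, so the level of any one of them is uncertain.

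**Figure D2:**
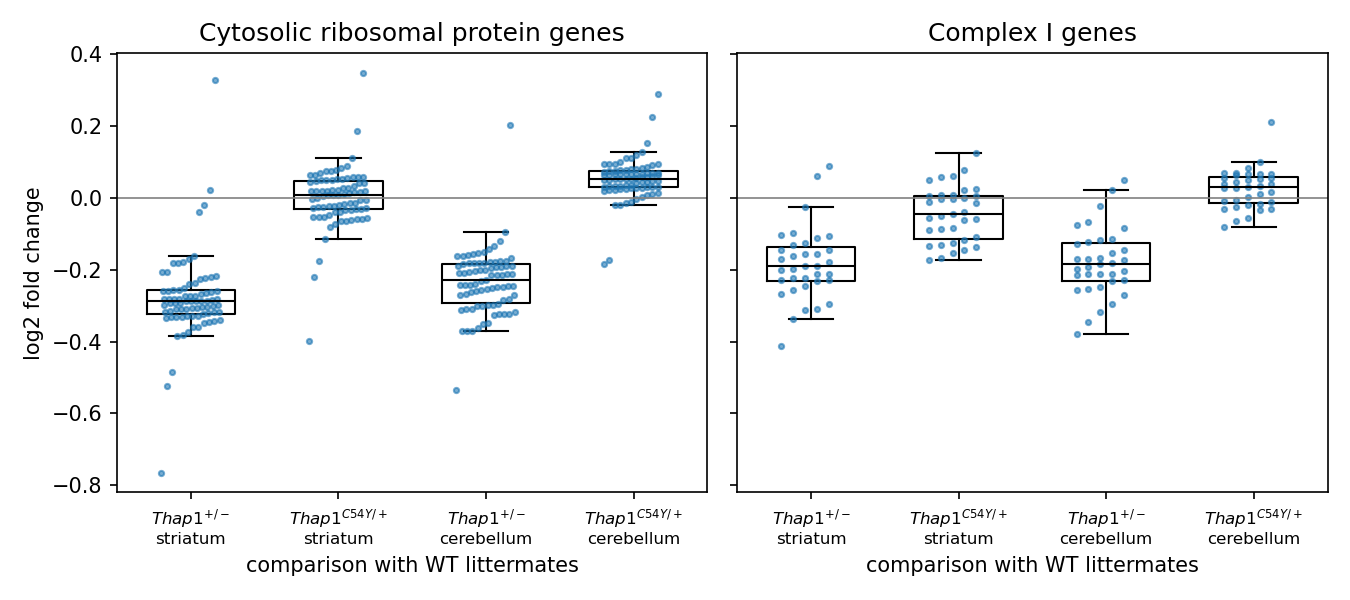
Log2 fold change (mutant against WT littermates) of each cytosolic ribosomal protein gene (left) and each complex I gene (right) with a mean count of at least 10, 1 point per gene, with the median and quartiles as a box. In *Thap1*+/- pups 76 of 78 ribosomal protein genes were lower in the striatum and 77 of 78 in the cerebellum, with both medians under 0 for each scaling tried, while the *Thap1* C54Y/+ striatal median of complex I genes went from -0.044 to 0.036 with a gene-length offset.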

The eIF2α signaling pathway was one of the top differentially regulated signaling pathways in the striatum and cerebellum of *Thap1*^*+/-*^ mice. The eIF2α pathway is a key effector of the cellular response to several stressors, including the accumulation of misfolded proteins in the endoplasmic reticulum (ER), and was linked to TorsinA function soon after *TOR1A* was identified as the causative gene in DYT1 [24–26]. DYT16 is caused by mutations in *PRKRA*, a stress-activated modulator of the eIF2α kinase PKR, with evidence of abnormal phosphorylation of PKR and eIF2α in patient fibroblasts under ER stress [27,28]. In addition, a proteomics-based study identified abnormal eIF2α pathway activation in DYT1 mouse and rat brains, which correlated with assays in human brains [24]. Therefore, given the previous evidence suggesting a role of eIF2a signaling dysregulation in dystonia, and our own RNA-seq data, we investigated UPR genes and proteins to assay the baseline status of the UPR in Thap1 recombinant mice.

Initially, we assayed the relative mRNA levels for members of the eIF2α signaling pathway in P1 *Thap1*^*+/-*^ cerebellum and striatum by RT-qPCR. 

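*Eif3k*, on chromosome 7 from 28971372 to 28981864, was at 88.0 ± 1.84 TMM-normalized CPM (SD, n = 4) in the *Thap1*+/- striatum and 100.7 ± 8.76 (SD, n = 4) in WT. In the cerebellum it was at 76.7 ± 3.20 (SD, n = 4) and 89.6 ± 6.29 (SD, n = 4). Its change was -0.20 on the log2 scale in the striatum (standard error 0.076, adjusted p = 0.348) and -0.23 in the cerebellum (standard error 0.061, adjusted p = 0.153 from edgeR's quasi-likelihood test), and *Eif3k* was a DEG in both. *Eif2a*, on chromosome 3 from 58525821 to 58557501, was a DEG in the striatum, at -0.22 (standard error 0.087, adjusted p = 0.349). In the cerebellum its change of -0.055 was similar in size to its standard error of 0.052 (adjusted p = 0.711). *Eif4b*, on chromosome 15 from 102073773 to 102097173, was a DEG in the striatum, at -0.24 (standard error 0.097, adjusted p = 0.359), and not in the cerebellum, at -0.087 (standard error 0.050, adjusted p = 0.535). Against all 8 WT libraries of the cerebellum, the change of *Eif4b* there was 0.027.

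The 3 genes of the eIF4A family were lower in both regions. *Eif4a1*, on chromosome 11 from 69666936 to 69672423, was at -0.19 and -0.12 on the log2 scale, and a DEG in both. *Eif4a2*, on chromosome 16 from 23107444 to 23114136, was at -0.12 and -0.11, and a DEG in the cerebellum only, which does not show that the regions differ. *Eif4a3*, on chromosome 11 from 119288363 to 119300089, was at -0.23 and -0.15, and a DEG in both. Of the 53 translation initiation factor genes tested as a set, 40 were lower in the striatum and 37 in the cerebellum. The medians were -0.084 and -0.063, with adjusted values of 0.00510 and 0.00514 over 60 set tests (limma's camera test). With an inter-gene correlation estimated from the data, an alternative chosen for this set after seeing the data, the adjusted values were 0.608 and 0.586. The medians were -0.012 and -0.059 against all 8 WT libraries, likewise chosen afterwards (adjusted values 0.778 and 0.0289).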

We assessed changes in genes known to play a role in UPR or eIF2α signaling pathways using DEGs found to be dysregulated directly from the RNA-seq analysis (*eIF3K*, *eIF2a*, *eIF4A*, *eIF4B*), as well as upstream and downstream mediators of eIF2α (*BiP*, *Chop*, *Rsp6*, *XBP1s*, *and total XBP1*) in Fig 3A. There was dysregulated expression of most components of this signaling pathway in cerebellum (S9 Table), and in the *Thap1*^*+/-*^ striatum significant differences were observed in *Atf4* expression, and *XBP1s/total XBP1* ratios (Fig 3, S9 Table). These data show that there are baseline abnormalities of the eIF2α signaling pathway; however, their contribution to the genotype-dependent phenotypes remains to be determined.

**Fig 3:**
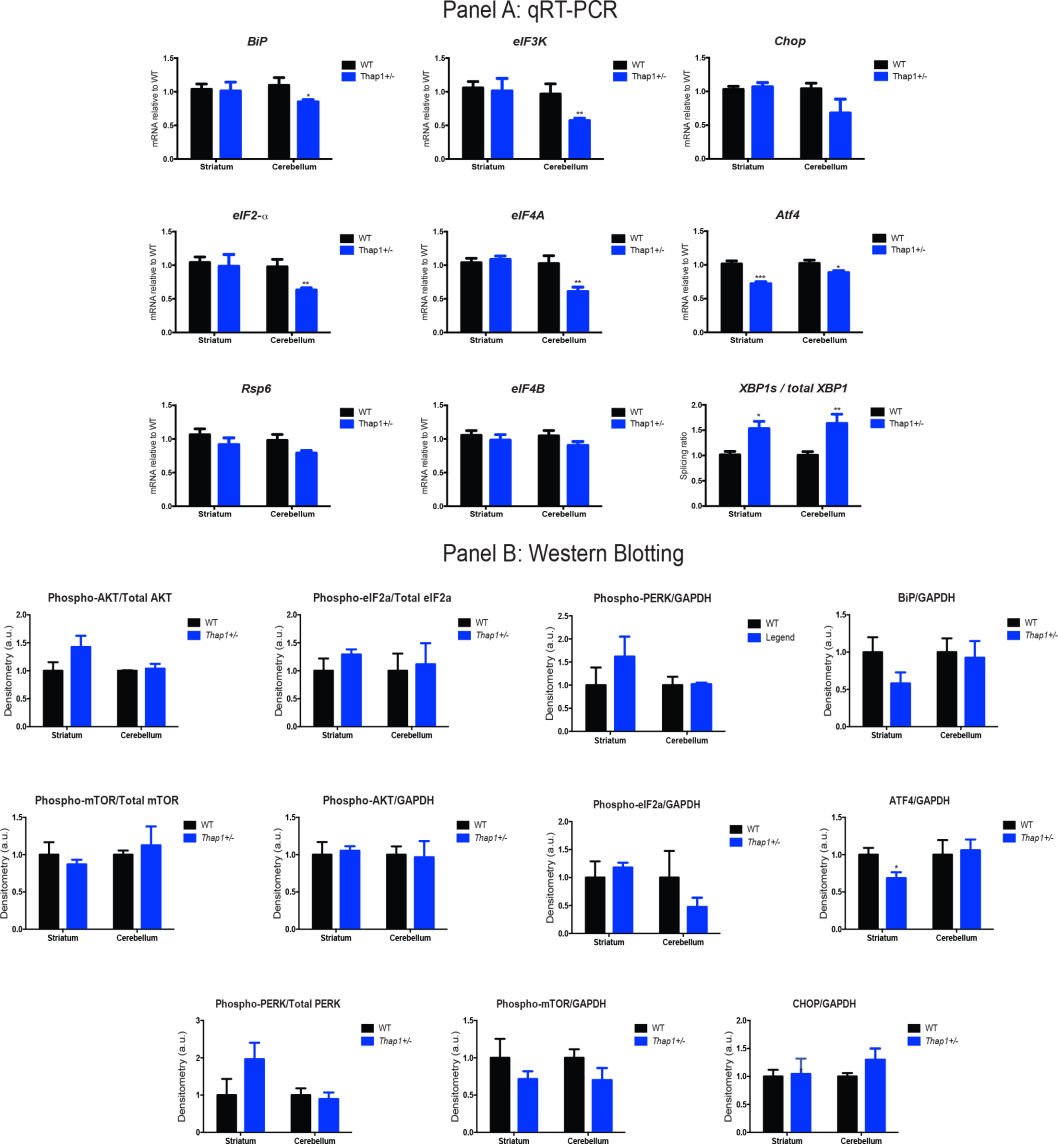
Key constituents of the eIF2α signaling pathway are down-regulated in the brains of *Thap1*^*+/-*^ mice as compared to WT. **(A)** mRNA expression gene profiles of key genes from the eIF2α signaling pathway were assayed with quantitative real-time PCR (RT-qPCR) using cerebellar samples. Data normalized relative to WT. Data are presented as means ± Standard Error of the Mean (SEM); n = 8 for each genotype and brain region with separate littermate WT controls, *Student’s t test* (*p<0.05; ** p<0.01; *** p<0.005). See also S9 Table. **(B)** Levels of protein expression in the striatum and cerebellum of P1 *THAP1*^*+/-*^ mice relative to WT were assayed by western blot. Densitometry measurements (arbitrary units) are normalized to the housekeeping gene GAPDH, or for phosphoproteins, relative to GAPDH and their respective holoprotein level. Data are presented as means ± SEM; n = 4 for each genotype and region with separate, littermate WT controls, *Student’s t test*. *p<0.05. See also S9 Table.

The eIF2α signaling pathway is involved in translational regulation, and notably, the DEGs were enriched for a second translational control pathway mediated by mTOR. These kinase cascades regulate protein function via phosphorylation and protein levels. 

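In the *Thap1*+/- striatum, 57 genes that the paper lists under mTOR Signaling were tested, and 56 were DEGs, 34 down- and 22 up-regulated (S1 Table). In the *Thap1*+/- cerebellum, 53 were tested and 53 were DEGs, 37 down- and 16 up-regulated (S3 Table). Since the lists hold the paper's own DEGs of these libraries, these counts show no stability. The log2 fold changes ran from -0.52 to 0.85 in the striatum and from -0.35 to 0.33 in the cerebellum, with medians of -0.24 and -0.19. None of the striatal genes and 1 of the cerebellar genes passed an adjusted p-value of 0.05 over all genes.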

We assayed components of both pathways at basal level by western blotting of protein lysates derived from P1 *Thap1*^*+/-*^ striatum and cerebellum. Consistent with the RNA-Seq and RT-qPCR data, the key effector of the eIF2α pathway, ATF4, was reduced by 25% in the striatum (Fig 3, right panel). 

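The transcript of *Atf4*, on chromosome 15 from 80255184 to 80257541, was at 100.4 ± 7.13 TMM-normalized CPM (SD, n = 4) in the *Thap1*+/- striatum and 102.4 ± 12.3 (SD, n = 4) in WT. The log2 fold change of -0.029 was smaller than its standard error of 0.095 (adjusted p = 0.915 from edgeR's quasi-likelihood test). With each library left out in turn, it ran from -0.12 to 0.0055, and it was 0.0020 against all 8 WT libraries of the striatum. Over all 24 genes of a set of unfolded protein response and ATF4 target genes, 17 were lower than in WT, and the median of -0.068 did not pass adjustment (adjusted p = 0.158 over 60 set tests, limma's camera test). Against all 8 WT libraries that median was 0.041.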

Overall, the data lend further support to the presence of dysfunction of the eIF2α pathway in DYT6 brain. Notably, screening designed to identify genes implicated in the response to ER stress in human B cells via genetic interactions identified THAP1 as the top hit and all changes were at the level of protein interactions [29].

To assay the function of the eIF2α pathway in the presence of a *Thap1* mutation, we challenged P4 *Thap1*^*+/-*^ and WT pups with tunicamycin, which induces ER stress and the unfolded protein response (UPR) in liver, cerebral cortex, and cerebellum at this age [30]. There was a clear engagement of the main ER chaperone, BiP, in striatum of *Thap1*^*+/-*^ mice, and cerebellum of both genotypes (Fig 4). We detected genotype-dependent differences in the expression levels of ATF4 at basal level (dextrose-only controls) in the striatum of *Thap1^+/-^* mice as compared WT mice, and the most notable genotype-dependent difference following challenge with tunicamycin was a decrease in ATF4 striatal expression in *Thap1*^*+/-*^ but not in WT mice (Fig 4). No differences were observed amongst the different groups when we assessed p-eIF2α/eIF2α and p-eIF2α/GAPDH expression levels (S3 Fig). Therefore, we could not find consistent up or down changes in the UPR with Thap1 baseline status and tunicamycin treatments. Nonetheless, our data suggest a dysregulation of the eIF2α signaling pathway. Therefore, we went on to perform physiologic/functional experiments in Figs 5–7.

**Fig 4:**
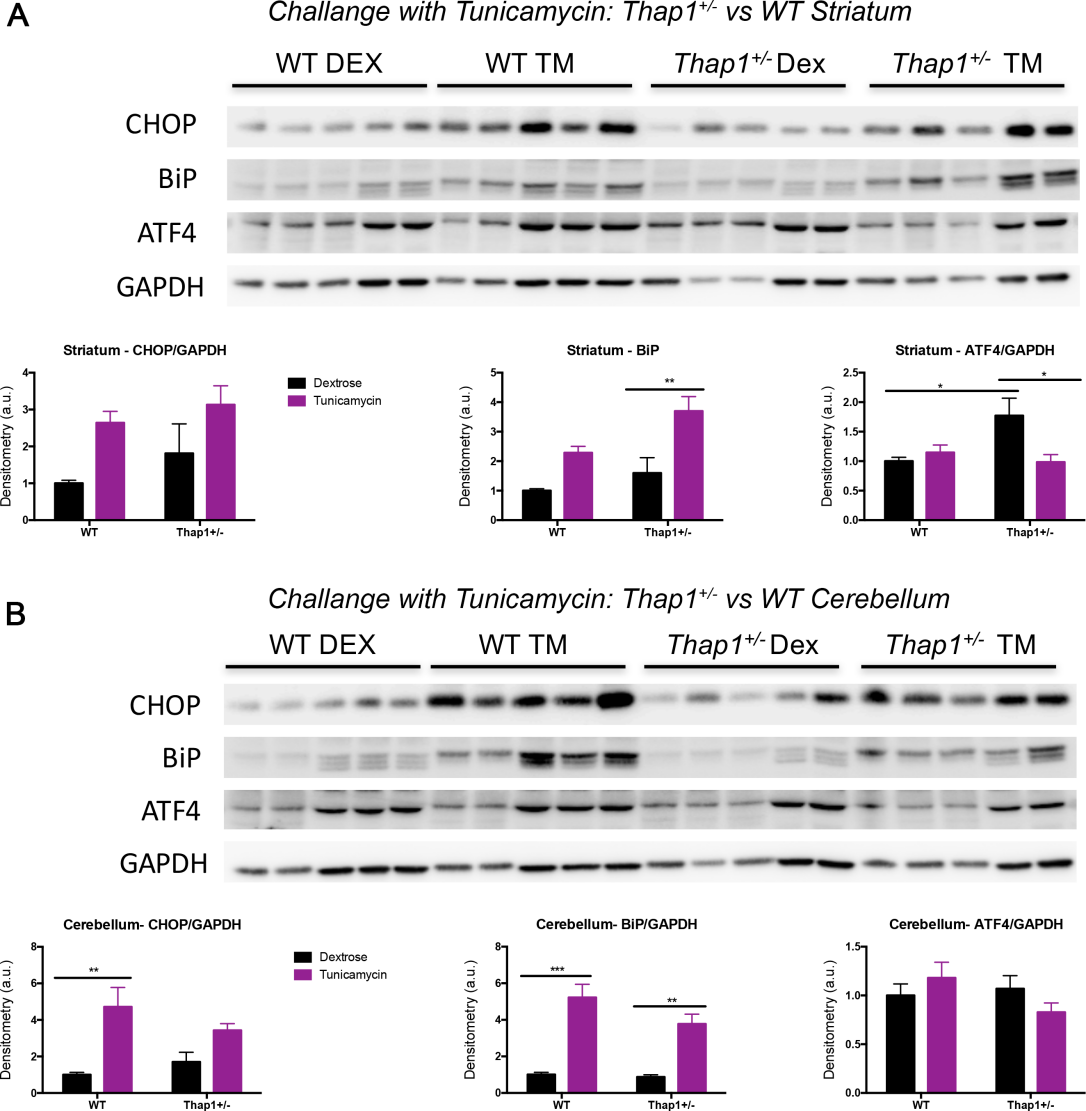
Tunicamycin challenge in P4 *Thap1*^*+/-*^ and WT pups increases eiF2α signaling pathway proteins and reveals genotype-dependent differences in striatum and cerebellum. Western blot analysis of **(A)** striatal and **(B)** cerebellar lysates from *Thap1*^*+/-*^ and WT littermates for BiP, ATF4 and CHOP were performed 24 hrs after subcutaneous tunicamycin (TM) diluted in 150mM dextrose (or dextrose-only control; DEX). Protein expression levels represent normalization to the housekeeping gene GAPDH. Data are presented as means ± SEM; n = 5 for each genotype and region, data normalized to WT (dextrose-only) controls. Statistical differences were assessed by two-way ANOVAs with Tukey’s *post hoc* tests. *p < 0.05; **p < 0.01; ***p < 0.001. See also S9 Table.

**Fig 5:**
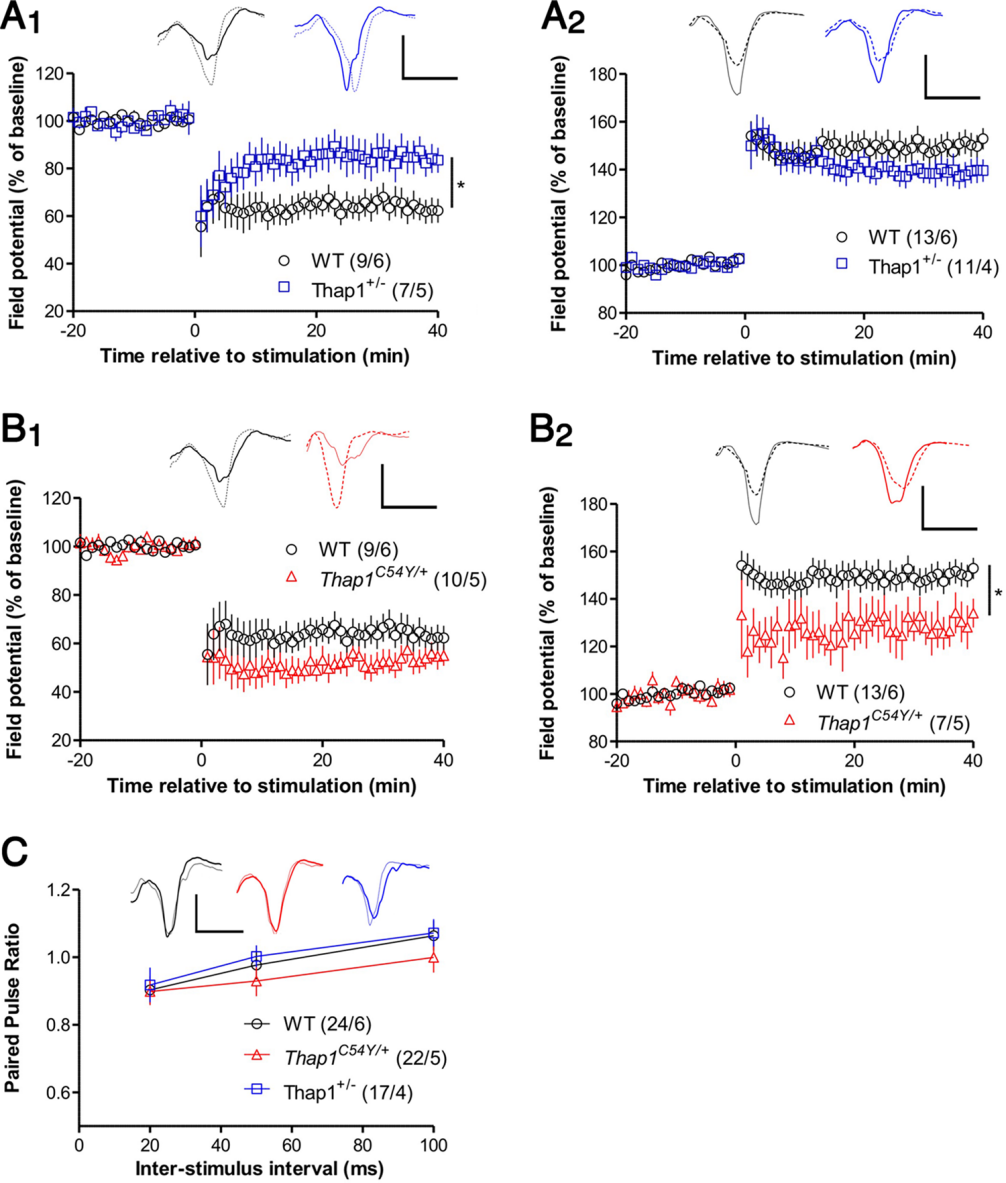
Cortico-striatal synaptic plasticity is altered in *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ derived slices. **(A)** *Thap1*^*+/-*^ mice are deficient in synaptically-induced LTD in dorsolateral striatum compared to wildtype controls (A_1_; *p* < .05), while LTP in the dorsomedial region is intact (A_2_). Representative excitatory postsynaptic potential (EPSP) traces in this and panel B were averaged over the baseline period (thin line) and over the final 5 min of recording (thick line), color coded to the graph. Calibration for these and all other traces: 1 mV / 5 ms. **(B)** In *Thap1*^*C54Y/+*^ mice, LTD was not significantly reduced (B_1_), but LTP was deficient (B_2_; p < .05). Note that wildtype data are the same as for panel A, and that all genotypes were analyzed together. **(C)** Paired-pulse ratio was not altered in *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ mice. The traces show averaged EPSPs recorded at inter-stimulus interval = 50 ms (thin and thick lines show responses to first and second stimuli, respectively). All graphs show group means ± SEM, and the number of slices/mice for each group are shown in parentheses. Data were analyzed by ANOVAs performed over the final 5 minutes of recording (panels A and B) or on averaged paired-pulse data for each interval (panel C), followed where appropriate by Newman-Keuls *post-hoc* tests. *p<0.05 See also S9 Table.

**Fig 6:**
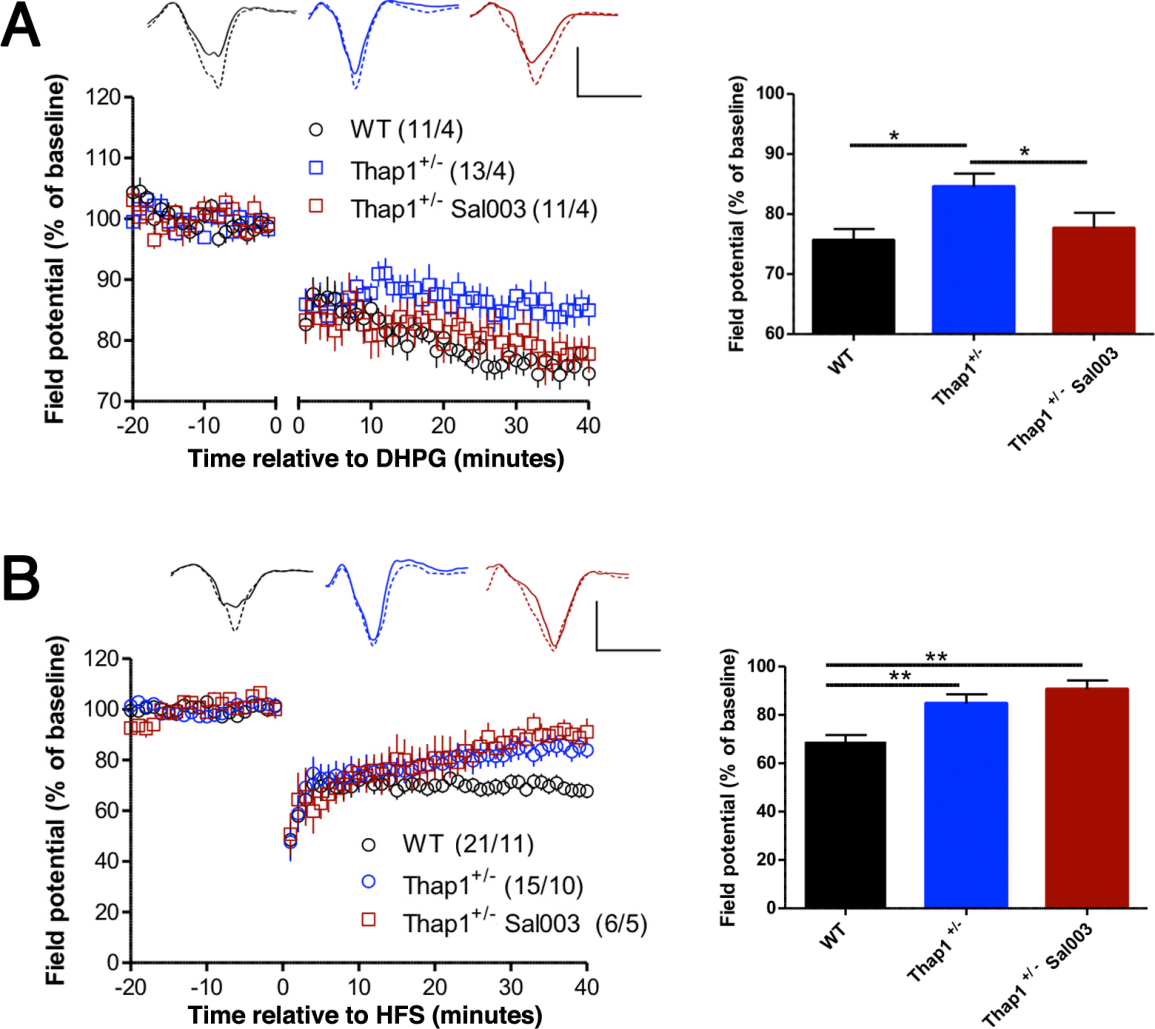
Inhibition of eIF2α phosphatase rescues mGluR-LTD, but not synaptically-induced LTD. The summary graphs in the right panels show mean ± SEM for the final 5 min of recording. **(A)** LTD after treatment with group 1 agonist DHPG (100 μM, applied during the gap in the graph) was reduced in *Thap1*^*+/-*^ slices, and pretreatment with Sal003 (20 μM) (eIF2α phosphatase inhibitor) rescued LTD in *Thap1*^*+/-*^ slices. **(B)** In high frequency stimulation (HFS)-induced LTD, Sal003 (10 μM) failed to reverse the deficit observed in *Thap1*^*+/-*^ slices. Numbers in parentheses indicate number of slices/number of mice. Representative traces are shown during baseline period (solid lines) and at the end of the recording period (dashed lines). Calibrations: 1 mV / 5 ms. Asterisks indicate *p* < .05 (*) or p < .01 (**) by ANOVAs followed by Newman-Keuls *post-hoc* tests. See also S9 Table.

**Fig 7:**
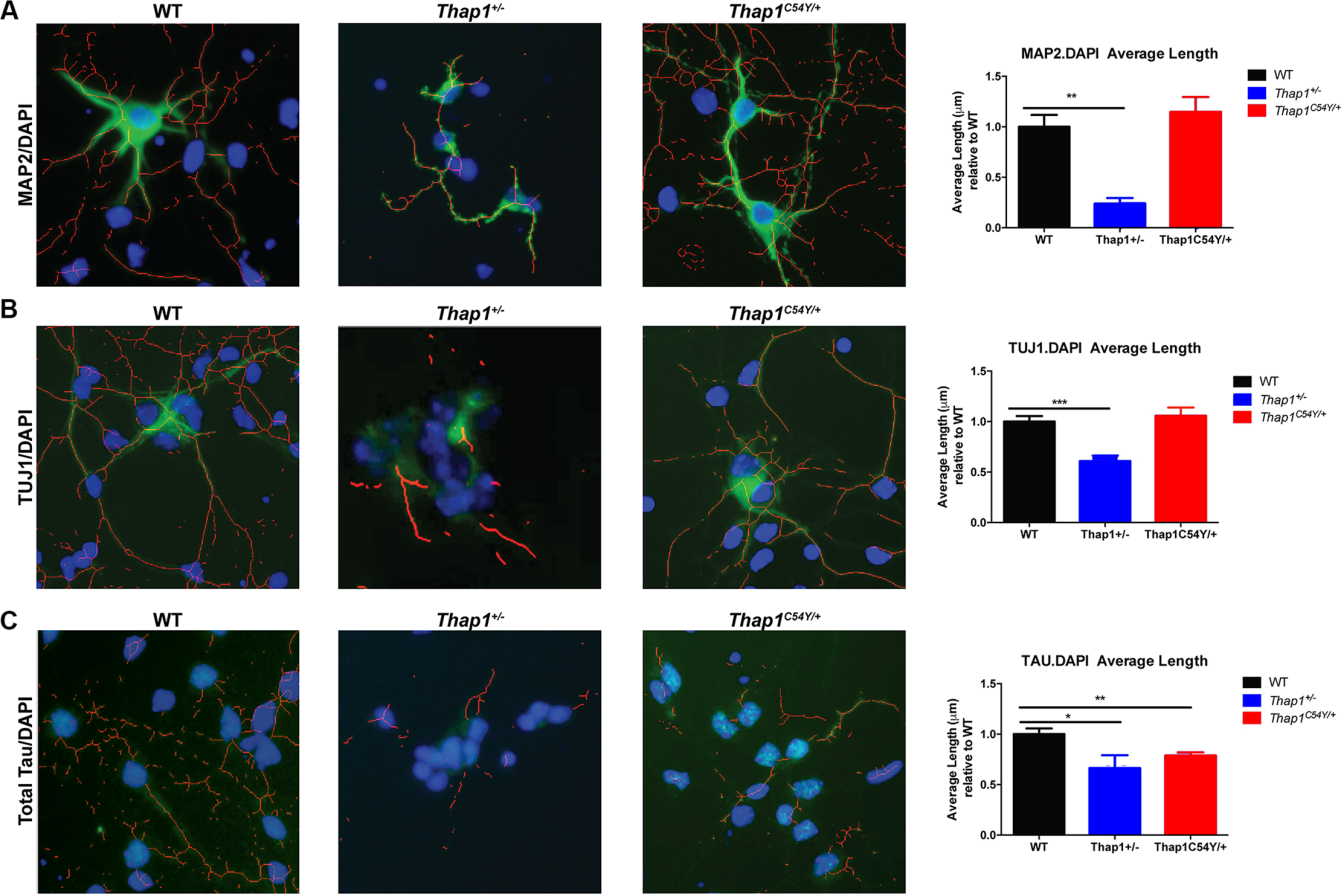
Neurite length in *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ E16 primary striatal neurons *in vitro* is decreased relative to neurons from WT mice. Traces and measures of neurite length using NeuriteTracer show that *Thap1*^*+/-*^ striatal neurons have shorter processes as compared to WT as calculated after immunostaining with **(A)** MAP2, **(B)** TUJ1 or **(C)** Total Tau. *Thap1*^*C54Y/+*^ striatal neurons exhibit a milder phenotype and only have shorter axonal processes (Tau immunostaining) as compared to WT. The total number of nuclei (DAPI stain) was independent of genotype after plating equal numbers of neurons in all wells. Neurons were derived from 3 independent platings. Data are presented as means ± SEM, minimum of 25 neurons per well. Statistical differences were assessed by ANOVA with Student’s *post hoc* t-test. *p < 0.05; **p < 0.01; ***p < 0.001. See also S9 Table.

IPA pathways related to oxidative stress (i.e. Mitochondrial Dysfunction and Oxidative Phosphorylation) were significantly dysregulated in *Thap1*^*+/-*^ striatum and cerebellum, and abnormalities in these pathways can contribute to the UPR and to synaptic plasticity [31,32]. 

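All 26 genes that the paper lists for the *Thap1*+/- striatum under Oxidative Phosphorylation were lower than in WT, and 25 were DEGs (S1 Table). In the cerebellum, all 40 listed genes were lower and 38 were DEGs, and 46 of the 47 genes listed under Mitochondrial Dysfunction were lower, with 43 down-regulated DEGs (S3 Table). A set of 76 oxidative phosphorylation genes, chosen without regard to these lists, had a median log2 fold change of -0.19 in each region. Among striatal values 70 were lower and 28 were down-regulated DEGs (adjusted p = 1.53e-15, limma's camera test). Among cerebellar values 73 were lower and 46 were down-regulated DEGs (adjusted p = 1.12e-26, limma's camera test). With an inter-gene correlation estimated from the data, the adjusted values were 0.348 and 0.259. With all 8 WT libraries of the region as control, the medians were -0.054 (adjusted p-value 0.0261) and -0.22.

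*Cox7a2l*, on chromosome 17 from 83501918 to 83517330, was at 85.0 ± 5.92 TMM-normalized CPM (SD, n = 4) in the *Thap1*+/- striatum and 110 ± 13.6 (SD, n = 4) in WT. The log2 fold change was -0.37 (standard error 0.095, adjusted p = 0.277 from edgeR's quasi-likelihood test). In the cerebellum, *Cox6c*, on chromosome 15 from 35925886 to 35938246, was at -0.29 on the log2 scale (standard error 0.069, adjusted p = 0.107).

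The median of the 76 genes in *Thap1* C54Y/+ pups was -0.014 in the striatum (adjusted p = 0.308, limma's camera test), or 0.040 with the gene-length offset. In the cerebellum it was 0.027 (adjusted p = 0.0274), or -0.054 without the library labelled mutant replicate 2 (adjusted p = 0.000369). With the replicate block these values were -0.012 (adjusted p = 0.226) and 0.022 (adjusted p = 0.0444). With all 8 WT libraries they were -0.15 (adjusted p = 2.66e-16) and 0.044 (adjusted p = 9.38e-05). With own WT littermates as control, the difference between the genotypes was -0.18 in the striatum (adjusted p = 2.46e-11) and -0.20 in the cerebellum (adjusted p = 4.08e-22), over 9 tests of differences, and with a common control it was not tested.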

Specifically, mitochondrial complex I deficiency (OMIM:252010_3) was enriched (FDR < 0.05) in *Thap1*^*+/-*^ cerebellum using Harmonizome [33]. However, we found no genotype-dependent differences in complex I activity in either the striatum (t = 0.89, df = 5, p = 0.42) or cerebellum (t = 0.36, df = 5, p = 0.74).

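The 35 complex I genes tested had a median log2 fold change of -0.18 in the *Thap1*+/- cerebellum, where 33 were lower than in WT and 20 were down-regulated DEGs (adjusted p = 1.77e-15, limma's camera test). It was -0.19 in the striatum, with 33 lower and 13 down-regulated DEGs (adjusted p = 7.59e-11). In the cerebellum, *Ndufa13*, on chromosome 8 from 69894180 to 69902558, was at 67.9 ± 6.99 TMM-normalized CPM (SD, n = 4) in *Thap1*+/- and 86.2 ± 6.88 (SD, n = 4) in WT pups. This was a log2 fold change of -0.35 (standard error 0.076, adjusted p = 0.0817 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ndufb11*, on chromosome X from 20615326 to 20617619, was at -0.29 (standard error 0.077, adjusted p = 0.137). In the striatum, *Ndufs6*, on chromosome 13 from 73319838 to 73328542, was at -0.41 (standard error 0.085, adjusted p = 0.277).

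The median of the 35 genes in *Thap1* C54Y/+ pups was -0.044 in the striatum (adjusted p = 0.107, limma's camera test), or 0.036 with the gene-length offset. In the cerebellum it was 0.029 (adjusted p = 0.0987), or -0.051 without the library labelled mutant replicate 2 (adjusted p = 0.0121). With the replicate block the values were -0.044 (adjusted p = 0.0643) and 0.026 (adjusted p = 0.112). Against all 8 WT libraries they were -0.18 (adjusted p = 1.64e-12) and 0.051 (adjusted p = 0.00311), and those of *Thap1*+/- pups -0.057 (adjusted p = 0.0261) and -0.22 (adjusted p = 1.09e-21).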

### Synaptic plasticity is impaired in *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ mouse striatum

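All 28 genes that the paper lists for the *Thap1*+/- striatum under Synaptic Long Term Depression were DEGs, 20 up- and 8 down-regulated, with log2 fold changes from -0.77 to 1.48 and a median of 0.28 (S1 Table). All 24 listed under Synaptic Long Term Potentiation were DEGs, 19 up- and 5 down-regulated, with a median of 0.42. None passed an adjusted p-value of 0.05 over all genes. Both lists hold the paper's own DEGs of these libraries, so the counts show no stability.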

Synaptic plasticity is a specific neuronal function predicted by IPA and GO to be disrupted in the striatum of Thap1+/- mice, particularly long-term depression (LTD) and the related phenomenon of synaptic depotentiation (S1 Table). This association is again reminiscent of the deficit in striatal LTD in mouse models of DYT1 [34,35], suggesting that this might be a convergent feature among different types of dystonia and might even be related to dysfunction of the eIF2α pathway [26]. 

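In the *Thap1* C54Y/+ striatum, 1 of the 28 genes listed for *Thap1*+/- pups under Synaptic Long Term Depression was a DEG, and 14 were higher and 14 lower than in WT. Of the 24 genes listed under Synaptic Long Term Potentiation 0 were DEGs, with 14 higher and 10 lower. The medians of these lists were 0.010 and 0.044 on the log2 scale.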

Although differential gene expression for *Thap1*^*C54Y/+*^ striatum was less predictive of a synaptic plasticity phenotype (S2 Table), we tested whether persistent synaptically-induced forms of plasticity at glutamatergic synapses–both LTD and long-term potentiation (LTP)–were altered in the striatum of both mouse lines. Extracellular recordings in acute slices from *Thap1*^*+/-*^ mice stimulated with high-frequency synaptic stimulation (HFS) revealed greatly reduced LTD, similar to that reported for DYT1 mouse models (Fig 5A_1_, S9 Table). In contrast, LTP was normal in *Thap1*^*+/-*^ striatum (Fig 5A_2_). The plasticity phenotype was different for the *Thap1*^*C54Y/+*^ mice: LTD showed a non-significant trend towards enhancement (Fig 5B_1_, S9 Table), but LTP was reduced (Fig 5B_2_, S9 Table).

The potential for plasticity at inhibitory synapses could distort the interpretation of our striatal field recordings. For example, reduced LTD at excitatory synapses is also consistent with increased GABA-A mediated currents. To address this possibility, we repeated the LTD experiment in the presence of the GABA-A antagonist gabazine (S2 Fig), and confirmed that LTD was reduced in slices from *Thap1*^*+/-*^ mice. Moreover, the *Thap1*^*C54Y/+*^ mutation led to significantly enhanced LTD, in agreement with the trend observed in the absence of gabazine (Fig 5B_1_, S9 Table).

These results indicate that synaptic plasticity is susceptible to the deletion of *Thap1* Exon2 or expression of a DYT6-related mutation of *Thap1*, while the specific nature of the disruption differs between these two manipulations. Note that paired-pulse ratio was not affected in either the *Thap1*^*+/-*^ or *Thap1*^*C54Y/+*^ striatum (Fig 5C, S9 Table), indicating that presynaptic function was normal. However, basal synaptic efficiency was enhanced in *Thap1*^*C54Y/+*^ mice [stimulus strength to evoke 1 mV field excitatory postsynaptic potential (EPSP): 0.88 ± 0.11 μA (n = 24) for wildtype, 0.87 ± 0.10 μA (n = 21) for *Thap1*^*+/-*^, and 0.49 ± 0.05 μA (n = 23) for *Thap1*^*C54Y/+*^; S9 Table]. The increased efficiency in *Thap1*^*C54Y/+*^ striatum would be consistent with elevated synapse number. Alternatively, postsynaptic function could be up-regulated in *Thap1*^*C54Y/+*^ mice. Since striatal LTP at excitatory synapses is expressed postsynaptically [36], basal upregulation of postsynaptic function might limit the extent to which these synapses can be further potentiated, consistent with the reduced LTP seen in these mice.

These extracellular recordings reveal plasticity phenotypes that must be expressed by a substantial fraction of MSNs. Future patch-clamp experiments, performed on MSNs expressing either the D1 or D2 receptor, will be useful to determine if the *Thap1^+/-^* and *Thap1^C54Y/+^* mutations differentially affect LTD or LTP in MSN subtypes.

### *Thap1*^*+/-*^ deficiency in mGluR-LTD is normalized by inhibiting the eIF2α phosphatase

Normal regulation of eIF2α by phosphorylation is required for multiple forms of LTD. In the striatum, inhibition of the eIF2α kinase PERK prevents synaptically-induced LTD [26], and eIF2α has been implicated in hippocampal LTD induced by pharmacological stimulation of metabotropic glutamate receptors (mGluR-LTD) [37,38]. To test whether the LTD deficits in *Thap1*^*+/-*^ striatum could be due to dysregulation of eIF2α, we evaluated if abnormal LTD were rescued by Sal003, a selective inhibitor of the eIF2α phosphatase (Fig 6). We found differential effects of Sal003 on mGluR-LTD (induced by the group 1 agonist DHPG) and synaptically-induced LTD (induced by high-frequency stimulation; HFS). Sal003 restored mGluR-LTD to wildtype levels (Fig 6A, S9 Table), in agreement with the finding that eIF2α phosphorylation is required for this form of plasticity in the hippocampus [37]. However, Sal003 had no effect on HFS-induced LTD (Fig 6B, S9 Table). This finding contrasts with the ability of Sal003 to restore LTD in *DYT1* mutant mice [26], indicating that *Thap1* deletion can interfere with LTD by affecting signaling mechanisms in addition to eIF2α dysregulation. Since HFS-induced LTD in striatum depends on the synaptic activation of mGluRs [39,40], it is possible that, independent of its effect on eIF2α signaling,*Thap1* deletion interferes with the ability of HFS to activate postsynaptic mGluRs. 

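Of the 50 genes listed for the *Thap1*+/- striatum under synaptic transmission, 48 were DEGs, 37 up- and 11 down-regulated, with log2 fold changes from -0.85 to 1.89. The median was 0.33, and 0 of the genes passed an adjusted p-value of 0.05 over all genes. This list, too, holds the paper's own DEGs of these libraries. In the same comparison, all 15 marker genes of cortical projection neurons were higher than in WT, with a median log2 fold change of 1.17, and all 18 marker genes of striatal projection neurons were lower, with a median of -0.45. Their adjusted values were 4.32e-11 and 5.14e-10 over 60 set tests (limma's camera test), and 0.586 each with an inter-gene correlation estimated from the data, an alternative chosen for these sets after seeing the data.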

In fact, we identified numerous dysregulated genes that participate in synaptic transmission and conduction of nerve impulses in *Thap1*^*+/*-^ striatum (S1 Table).

### Neurite outgrowth is decreased in *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ striatal neurons *in vitro*

Neurite development was another enriched pathway identified across regions in *Thap1*^*+/-*^ mice. 

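In the *Thap1*+/- striatum, 52 genes listed under neuron projection development were tested and 47 were DEGs, 37 up- and 10 down-regulated (S1 Table). Of 63 genes tested from those listed under Axonal Guidance Signaling, 60 were DEGs, 52 up- and 8 down-regulated. For the *Thap1*+/- cerebellum, 65 genes under Axonal Guidance Signaling were tested and 62 were DEGs, 41 up- and 21 down-regulated (S3 Table). The median log2 fold changes of these lists were 0.43, 0.39 and 0.15. All were drawn from the paper's own DEGs of these libraries, so the counts show no stability.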

TorsinA has a proposed role in neuritogenesis, and diffusion tensor imaging abnormalities detected by MRI are seen in different brain regions of patients with DYT6, DYT1 and other dystonias [41–43]. Signaling by the Rho family of GTPases is the top pathway in the *Thap1*^*C54Y/+*^ striatum, and this pathway plays a critical role in neuritogenesis and axonal pathfinding [44]. To investigate the influence of Thap1 on this process, we assayed neurite development in striatal MSNs *in vitro*. We cultured striatal E16 (embryonic day 16) neurons from individual *Thap1*^*+/-*^ and WT embryos and quantified neurite length after 24 hours. *Thap1*^*+/-*^ striatal neurons exhibited shorter processes as compared to WT controls. The phenotype was present but less severe in *Thap1*^*C54Y/+*^ striatal neurons (Fig 7, S9 Table). The total number of cells was equal between the genotypes, suggesting normal survival of the heterozygote mutant neurons following plating at equal densities.

## Discussion

We used an unbiased RNA-Seq approach to identify dysregulated genes and pathways in mice harboring either a *Thap1* C54Y (disease causing) or a ΔExon2, i.e. null allele. A major goal was to determine if these pathways and resultant phenotypes overlap with abnormalities observed in other dystonias, particularly DYT1 [45], due to their clinical, electrophysiological, structural and functional neuroimaging similarities. RNA-Seq was performed in two brain regions, striatum and cerebellum, consistently implicated in dystonia pathogenesis [46–50], and at a developmental time point when Thap1 levels and transcriptional abnormalities peak [10,15,18], supporting the notion that dystonia is a developmental disorder [51,52]. These initial experiments yielded data consistent with the proposed hypothesis, further supported by ensuing functional validation.

### *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ mice are not equivalent

The data herein support our previous conclusion that the C54Y mutation does not equal a DNA-binding loss-of-function mutation. First, there were a far greater number of DEGs in *Thap1*^*+/-*^ than *Thap1*^*C54Y/+*^ mice (Fig 1). Second, fold changes were overall lower in *Thap1*^*C54Y/+*^ in comparison to *Thap1*^*+/-*^ (S5 Table). 

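Over the 55 striatal genes that S5 Table lists for both genotypes, the median size of the log2 fold change was 0.56 in *Thap1*+/- and 0.49 in *Thap1* C54Y/+ pups. The jackknife errors, from leaving out each library in turn, were 0.21 and 0.11, so the sizes differed by less than their errors. Over the 35 cerebellar genes, it was 0.25 in *Thap1*+/- (error 0.029) and 0.29 in *Thap1* C54Y/+ pups (error 0.041). Over all genes with a mean count of at least 10, the median size was 0.15 in *Thap1*+/- and 0.083 in *Thap1* C54Y/+ striatum (errors 0.040 and 0.019). In the cerebellum it was 0.098 and 0.071 (errors 0.019 and 0.014). With DESeq2's prior on fold changes, which shrinks uncertain values toward 0, the sizes over the listed genes were 0.40 and 0.21 in the striatum and 0.19 and 0.18 in the cerebellum. From the number of DEGs, the size of the fold changes and the overlap between genotypes, the paper reasons that the C54Y mutation does not equal a loss of DNA binding.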

Third, only a small number of DEGs were altered in both genotypes (S5 Table). 

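In the striatum, *Thap1* had a log2 fold change of 0.19 in *Thap1*+/- (standard error 0.11, adjusted p = 0.480 from edgeR's quasi-likelihood test) and 0.25 in *Thap1* C54Y/+ pups (standard error 0.13, adjusted p = 1), or 0.26 with the replicate block. It was a DEG in neither line there. Among the genes that S1 Table lists for the *Thap1*+/- striatum, the median log2 fold change was 0.45 for those up-regulated and -0.29 for those down-regulated. For the lists of S2 Table (*Thap1* C54Y/+ striatum) it was 0.34 and -0.67, for those of S3 Table (*Thap1*+/- cerebellum) 0.21 and -0.21, and for those of S4 Table (*Thap1* C54Y/+ cerebellum) 0.25 and -0.40.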

For both mutations, the log2 values are low for what would be predicted for a transcription factor [53], perhaps in the presence of the C54Y mutation due to compensatory auto-up-regulation of *Thap1* [18,54]. Reports of dystonia patients with homozygous *THAP1* mutations with non-manifesting heterozygous parents [55,56] highlight dosage dependent effects of *THAP1* mutations.

*THAP1* mutations occur in all domains of the protein, but genotype-phenotype correlations have proven difficult to establish due to the small number of patients with each mutation. The C54Y protein, unlike the WT protein, does not bind to the *Tor1a* promoter [22], but it may bind DNA at other sites and perhaps aberrantly expands DNA binding beyond THAB motifs [57] and/or alter cofactor binding [58]. Thus, some DYT6 mutations represent a partial or total loss of function, whereas others could lead to a combination of haploinsufficiency and gain of function, accounting for the genotype-dependent DEG disparity. Shared transcriptomic and phenotypic features, despite the many differences between mice carrying the C54Y and null alleles, also support this possibility. Thus, there was overlap of key disordered biological processes and biofunctions in the striatum and cerebellum between genotypes. These results indicate that the choice of animal model must be carefully considered in DYT6 research, as different mutations can yield divergent results, although sometimes leading to dysregulation of the same pathways and processes.

### EIF2α signaling dysfunction: A link between DYT6 and other dystonias?

These new data together with published DYT1 studies [24,26], suggest a point of convergence of neuronal dysfunction on the eIF2α pathway in DYT6 and DYT1. To a lesser extent, other translational control pathways (mTOR and eIF4/p70S6K) are also implicated in the dysregulation produced by mutations in *Thap1*. Notably, as a transcription factor, THAP1 regulates *TOR1A* transcription in artificial systems, but this has not been verified *in vivo* [18,22,59].

A proteomics-based study identified abnormal eIF2α pathway activation in DYT1 mouse and rat brain, which correlated with assays in human brain [24]. A second group designed an RNAi-based functional genomic screening in HEK293T cells that also implicated the eIF2α pathway in DYT1 biology. Moreover, pharmacological manipulation of eIF2α signaling restored absent cortico-striatal LTD in DYT1 knock-in mice [26]. Together, these reports support the presence of abnormal eIF2α signaling in DYT1 brain and its possible causal link to DYT1 synaptic defects. EIF2α signaling provides a potential point of merger with another, rarer form of primary dystonia. DYT16 is caused by mutations in *PRKRA*, an activator of the eIF2α kinase PKR, with evidence of abnormal eIF2α phosphorylation in patient fibroblasts [27,28]. Coding variants in ATF4, a direct target of eIF2α, were found in patients with focal dystonia [26] and lastly, a recent gene-expression analysis in adult cerebellar tissue from a mouse model of DYT11 dystonia also identified genes associated with protein translation among the top down-regulated mRNAs [60].

We report eIF2α-pathway-related molecular and electrophysiological findings in DYT6 mice that have some similarities with those in DYT1, including abnormalities in baseline ATF4 and in LTD. Taken together, these reports suggest that efforts in dystonia research should include the unravelling of the mechanisms underlying these observations, addressing causality and reversibility.

### *Thap1* mutations alter synaptic plasticity and neuritogenesis

Multiple dysregulated pathways highlighted in the GO and IPA analyses of the RNA-Seq data may contribute to the deficits in synaptic plasticity and neuritogenesis described herein. These include eIF2α signaling, which in addition to being a key component of ER stress responses, regulates important physiological events under homeostatic conditions, including synaptic plasticity [61–65]. ATF4 plays a specific role in neuronal plasticity, postsynaptic development, mushroom spine density, memory, neuronal survival, caspase activation and dopaminergic neuron degeneration [66–69]. Selective knockdown of ATF4 impairs hippocampal LTP *in vitro* and *in vivo* [68] and as noted above, pharmacological inhibition of eIF2α dephosphorylation rescues cortico-striatal LTD defects in DYT1 KI mice [26]. Notably, eIF2α signaling was not among the top functional pathways in C54Y mice, and these mice exhibited reduced LTP but normal LTD. This highlights the presence of a synaptic plasticity defect in both dystonia models, but with genotype-driven differences as discussed earlier. Furthermore, these data suggest intriguing similarities between the different dystonia models that deserve further study, as there are other IPA and GO-enriched pathways in both genotypes that impinge on synaptic plasticity. These include LTD and LTP themselves in the ΔExon2 mice, the mTOR translation control pathway [70,71], Dopamine-DARPP-32 feedback in cAMP signaling [72], and G-protein/second messenger/cAMP gene groups.

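In *Thap1* C54Y/+ pups, 0 of the 67 striatal and 0 of the 66 cerebellar genes listed for *Thap1*+/- pups under EIF2 Signaling were DEGs. In the striatum 34 were higher and 33 lower than in WT, and in the cerebellum 56 were higher and 10 lower. The median log2 fold change of the ribosomal protein genes was 0.0083 in the *Thap1* C54Y/+ striatum (adjusted p = 0.429, limma's camera test), and 0.066 with the gene-length offset (adjusted p = 0.000768). With each library left out in turn it ran from -0.051 to 0.041. In the cerebellum, 70 of 78 were higher, with a median of 0.052 (adjusted p = 5.06e-06). Without the library labelled mutant replicate 2 that median was 0.00016 (adjusted p = 0.771). With the replicate block the medians were 0.0090 (adjusted p = 0.331) and 0.051 (adjusted p = 1.43e-05). Against all 8 WT libraries of the region, the striatal median was -0.16 in *Thap1* C54Y/+ (adjusted p = 3.58e-13) and -0.13 in *Thap1*+/- pups, and the cerebellar one 0.037 in *Thap1* C54Y/+ pups (adjusted p = 9.63e-05). With own WT littermates as control, the difference between the genotypes was -0.31 in the striatum (adjusted p = 6.06e-31) and -0.28 in the cerebellum (adjusted p = 1.33e-49).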

Finally, we identify deficits in neuritogenesis *in vitro* as a possible convergence point between *Tor1a* and *Thap1* mutations. Mutant TorsinA inhibits neurite extension in cultured cells [73] and DYT1 mice have thinner and less complex dendrites in Purkinje cells and striatal medium spiny neurons [42,43]. The deficit in neuritogenesis is present in both ΔExon2 and C54Y striatal neurons. Many of the same highlighted GO and IPA pathways that could alter synaptic plasticity may also contribute to defective neuritogenesis, including the overlapping GO neurite projection terms and IPA Axonal Guidance Signaling, eIF2α/ATF4 pathway [74], Rho GTPase signaling, and G-protein and cAMP signaling pathways [75]. The fact that in 9-week-old mice, basal synaptic efficiency was enhanced in corticostriatal inputs of *Thap1*^*C54Y*^ mice yet normal in *Thap1*^*+/-*^ mice, suggests that any effects on neuritogenesis that persist into adulthood might be offset by additional synaptic changes. Future studies will need to address the temporal and biological relationship between the neurodevelopmental and plasticity phenotypes uncovered in this study.

### Additional insights into *THAP1*/DYT6 neurobiology

Other disordered pathways previously implicated in DYT1 and observed in the study reported herein are related to mitochondrial dysfunction [76,77] and lipid metabolism [78,79]. Interestingly, many of the *Thap1* DEGs which are included in the Emory University and Mount Sinai Genetic Testing Movement Disorders and Neuromuscular Disease Panels are also linked to those biological processes, suggesting that lipid metabolism and mitochondrial function may deserve further investigation in different forms of dystonia. Furthermore, torsins have recently been implicated as essential regulators of cellular lipid metabolism [78].

In conclusion, using an unbiased transcriptomic analysis in two brain regions from two mouse models of DYT6, we identified eIF2α dysregulation as a potential point of convergence between different forms of dystonia, possibly through its influence on key homeostatic neurodevelopmental events. The identification of similar eIF2α dysregulation and synaptic plasticity defects as previously described in DYT1 mice and rats in the DYT6 animals is a key convergence of biological mechanisms among inherited dystonias, perhaps adding the group of translational dysregulation-associated dystonias (DYT1, DYT3, DYT6, and perhaps DYT16 [24,26,80] to those linked to dopamine dysfunction (DYT5, DYT11, DYT25) [7]. Moreover, the disordered post-synaptic DARPP-32/G-protein/cAMP signaling system(s) potentially overlaps with other dystonias, particularly DYT25 caused by mutations in *GNAL* [8], suggesting that there are multiple pathways which may contribute to this phenotype. The consolidation of multiple types of dystonia into specific pathogenic mechanisms could facilitate focused research into the etiology of dystonia and the rational design of targeted therapies applicable to this group of movement disorders.

## Materials and methods

### Ethics statement

Experimental procedures were carried out in compliance with the United States Public Health Service's Policy on Humane Care and Use of Experimental Animals and were approved by the Institutional Animal Care and Use Committee (IACUC) at Icahn School of Medicine at Mount Sinai (Protocol #07–0483).

### Animals

The *Thap1*^*C54Y/+*^ and *Thap1*^*+/-*^ mice used in this study were congenic C57Bl. The generation of the original mice has been previously provided in detail in Ruiz *et al*. [18] and as the mutations are early embryonic lethal, breeding strategy was always heterozygote X WT. Animals were maintained on a 12:12 light: dark cycle with ad libitum access to food and water throughout the course of the entire experiment.

### Real-time qPCR, library preparation, and sequencing

Postnatal day 1 (P1) pups were euthanized by decapitation, the brain was dissected, snap-frozen striatal and cerebellar tissues were homogenized in QIAzol Lysis Reagent (Qiagen). Total RNA purification was performed with the miRNeasy mini kit (Qiagen), and was carried out according to the manufacturer’s instructions. Five hundred nanograms of RNA were reversed-transcribed using the High Capacity RNA-to-cDNA Kit (Applied Biosystems, Foster City, CA, USA). The cDNA solution was subjected to real-time qPCR in a Step-One Plus system (Applied Biosystems) using the PerfeCTa SYBR Green FastMix ROX (Quanta BioSciences). Quantitative PCR consisted of 40 cycles, 15 s at 95°C and 30 s at 60°C each, followed by dissociation curve analysis. Primer sequences can be found in S8 Table.

Total RNA from P1 striatal and cerebellar tissues (2–3 μg/ sample) were submitted for further processing to the Genomics Core Facility at the Icahn School of Medicine at Mount Sinai. Sequencing libraries were prepared with the TruSeq RNA Sample Prep Kit v2 protocol (Illumina, San Diego, CA, USA). Briefly, ribosomal RNA was removed using the Ribo-Zero rRNA Removal Kit (Human/Mouse/Rat) (Illumina), the remaining RNA fragmented and cDNA synthesized with random hexamers, end-repaired and ligated with appropriate adaptors for sequencing. After size selection and purification using AMPure XP beads (Beckman Coulter, CA, USA), 6 bp barcode bases were introduced at one end of the adaptors. The size and concentration of the RNA-Seq libraries was measured by Bioanalyzer and Qubit fluorometry (Life Technologies, Grand Island, NY, USA), and the rRNA-depleted libraries sequenced on the Illumina HiSeq 2500 System with 100 nucleotide paired-end reads.

### RNA-Seq data analysis

Fastq files were aligned to the Ensembl release 88 (GRCm38.75) version of Human Reference genome (mm10) [81], using STAR read aligner [82]. Accepted mapped reads were summarized separately to gene and exon levels using the featureCounts function of subread [83,84], and used to generate gene and exon count matrices. We examined gene expression data for each sample, and found that the total number of mapped reads [Total Reads (Mean): 39,708,979.5; Uniquely Mapped Reads (Mean): 36,244,152.41] were similar across all samples (S10 Table). There were no obvious outlier samples on visual inspection of principal component analysis or hierarchically clustering of gene expression, and all samples were retained for downstream analyses.

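A principal component analysis of 15804 genes separated the regions on the first component, which held 71.1% of the variance. The 16 striatal libraries lay between 50.0 and 81.1 on it and the 16 cerebellar libraries between -77.4 and -57.4. The second component held 3.6% of the variance, and the library labelled replicate 2 of the *Thap1* C54Y/+ cerebellum was at -35.6 on it, below the other 15 cerebellar libraries. The lowest value, -42.3, was that of WT striatal replicate 1 of the *Thap1*+/- line. For 1 WT library of the *Thap1*+/- line in each region, the name and the region given by the authors differ. Each lay on the side of the region that the authors give in S10 Table.

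**Figure D3:**
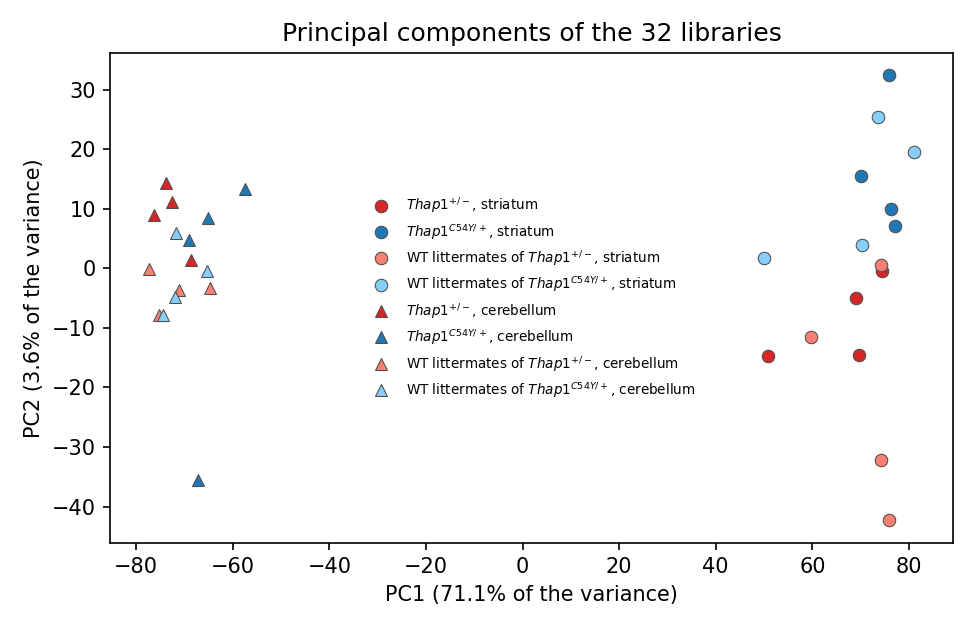
Scores of the 32 libraries on the first (horizontal, 71.1% of variance) and second (vertical, 3.6%) principal components of log2 CPM over 15804 genes, coloured by genotype. Striatal libraries lie at the right, at 50.0 or above, and cerebellar libraries at the left, at -57.4 or below.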

### Differential gene expression analysis

For each of the primary comparisons within the study, the assembled count matrix was filtered to remove transcripts without any counts in any sample. Counts were adjusted by total library size and normalized using DESeq2 [85]. P-values were adjusted using the Benjamini-Hochberg method [86]. Due to the small number of DEGs present in striatum and cerebellum of *Thap1*^*C54Y/+*^ mice, p-value of 0.05 was used as cut off.

### Mitochondrial respiratory complex I activity

Mitochondrial respiratory complex I activity assay (ab109721, Abcam) was performed, utilizing striatal and cerebellar protein lysates from P1 *Thap1*^*+/-(ΔExon2)*^ and WT mice (n = 4 per genotype), according to manufacturer's instructions.

### Treatment with tunicamycin

Two subcutaneous injections of 3 μg/g tunicamycin (T7765, Sigma-Aldrich) diluted in 150mM dextrose (or dextrose-only control) were applied two hours apart on postnatal day 4 as described [30]. Mice were euthanized 24 hours later, the striatum and cerebellum dissected and snap frozen.

### Western blotting

Snap-frozen striatal and cerebellar tissues were homogenized in RIPA buffer with N-ethylmaleimide and protease/phosphatase inhibitors as described previously [24,87]. Protein concentrations were determined using the BCA assay (23225, ThermoFisher Scientific), 30 μg protein lysates were resolved in 10% or 12% Bis/Trisacrylamide gels (BioRad), transferred to nitrocellulose membranes and western blot completed and quantified using the following antibodies: ATF4 / CREB-2 (1:200; sc-200, Santa Cruz), BiP (1:1000; 3177, Cell Signaling), PERK (1:1000; 5683, Cell Signaling), p-PERK (1:1000; 3179, Cell Signaling), eIF2α (1:200; sc-11386, Santa Cruz), p-eIF2α (1:1000; 9721, Cell Signaling), CHOP (1:500; sc-7351, Santa Cruz), mTOR (1:1000; 9862, Cell Signaling), p-eIF4B (Ser406) (1:1000; 5399, Cell Signaling) and GAPDH (1:1000; sc-32233, Santa Cruz). All primary antibodies were incubated in TBS-Tween 5% milk for overnight at 4°C. Membranes were then washed in TBS-Tween. Secondary antibodies anti-rabbit IgG–HRP (PI-1000, Vector Laboratories) or anti-mouse IgG-HRP (PI-2000, Vector Laboratories) were used (1: 5,000) in TBS-Tween 5% milk for 1 hour at room temperature. Immunoreactive proteins were visualized using either Pierce ECL Western Blotting Substrate (32106, ThermoScientific) or Amersham ECL Prime Western Blotting Detection Reagent (RPN2232, GE Health) on a Fujifilm LAS4000 imaging device.

### Electrophysiology

Nine-week-old mice were anesthetized with isoflurane, their brains rapidly removed from the skull and placed in ice-cold modified solution (aCSF) containing (in mM): 215 sucrose, 2.5 KCl, 1.6 NaH_2_PO_4_, 4 MgSO4, 1 CaCl_2_, 4 MgCl_2_, 20 glucose, 26 NaHCO_3_ (pH = 7.4, equilibrated with 95% O_2_ and 5% CO_2_) and 250 μm thick coronal slices containing the striatum prepared with a Vibratome VT1000S (Leica Microsystems), incubated at 31°C for 30 min and then at room temperature for ≥ 1h in normal aCSF containing (in mM): 120 NaCl, 3.3 KCl, 1.2 Na_2_HPO_4_, 26 NaHCO_3_, 1.3 MgSO_4_, 1.8 CaCl_2_, 11 glucose (pH = 7.4 equilibrated with 95% O_2_ and 5% CO_2_). Hemi-slices were transferred to a recording chamber constantly oxygenated and perfused with aCSF at ~4mL/min using a peristaltic pump (Masterflex C/L); experiments were performed at 28.0 ± 0.1°C. Recordings were acquired with a GeneClamp 500B amplifier (Axon Instruments) and Digidata 1440A (Molecular Devices). All signals were low-pass filtered at 2 kHz and digitized at 10 kHz. For field EPSP recordings, a patch pipette was fabricated on a micropipette puller (Sutter Instruments), filled with normal aCSF, and placed in the dorsomedial striatum for LTP or dorsolateral striatum for LTD. A concentric bipolar electrode (FHC) was positioned immediately above the corpus callosum. Before and after HFS, the stimulus intensity was set evoke an EPSP that was 50% of the maximal obtainable response. During HFS, stimulus intensity was increased to evoke a maximal response. LTD or LTP was induced by the following high-frequency stimulation (HFS) protocol: four 1-s duration, 100 Hz trains, separated by 10 s. mGluR LTD was induced by a 5-min bath application of 100 μM DHPG [(S)-3,5-Dihydroxyphenylglycine]. Sal003, when present, was applied for 5–10 min before DHPG, and washed out with DHPG. Gabazine, when present, was applied at 10 μM for at least 20 min before the delivery of HFS, and remained in the superfusate for the remainder of the recording. Square-wave current pulses (100 μs pulse width) were delivered through a stimulus isolator (Isoflex, AMPI). Paired-pulse ratio was measured by delivering two stimuli at 20, 50, 100 ms inter-stimulus intervals. Each inter-stimulus interval was repeated three times and the resulting EPSPs were averaged.

### Quantification of neurite outgrowth

Primary striatal cultures were prepared as described [10], fixed with 4% paraformaldehyde 48 hours after plating, and processed for immunostaining following our published protocol [14] using the following primary antibodies: Tau (1:500, MN1000, ThermoFisher Scientific), TUJ1 (1:250, sc-51670, Santa Cruz), and MAP2 (1:1,000; AB5622, Millipore). Cells were visualized under an Olympus IX51 inverted fluorescent microscope.

NeuriteTracer, a neurite tracing plugin for the freely available image-processing program ImageJ was used to analyze fluorescence microscopy images of neurites and nuclei of cultured primary neurons. The plugin was used to count neuronal nuclei, and traces and measure neurite length as described [88]. Ten randomly selected images of each neuronal culture type were processed. DAPI staining was employed as a nuclear stain. The average length was obtained by dividing the total length of the traces by the number of nuclear counts.

### Statistical analyses

GraphPad software (GraphPad Prism 5) was used to perform Student's t-tests for the qPCR and western blot densitometry, two-way ANOVAs followed by Tukey’s *post hoc* tests were used to analyze the tunicamycin western blot densitometry. Statistical differences in neurite length / outgrowth were assessed by ANOVA with Student’s *post hoc* t-test. Statistical significance was deemed to be achieved if P < 0.05. Values are presented as mean ± SEM. Electrophysiological data were analyzed by one-way ANOVAs followed, where appropriate, by Newman-Keuls *post hoc* tests.

### Accession numbers

All next generation sequencing data are deposited in NCBI-Gene Expression Omnibus database and are accessible through GEO Series accession number GSE98839. The accession number for human ENCODE ChIP-Seq data from K562 cells used in the manuscript for THAP1 is GEO: GSM803408. The accession number for the mouse embryonic stem (ES) cells ChIP-Seq data for Thap1 used in the manuscript is GEO: GSE86911.

## Supporting information

S1 Fig Basal expression of key constituents from the eIF2α, and mTOR signaling pathways in the striatum and cerebellum of *Thap1*^*+/-*^ vs WT pups at postnatal day 1. Full western blots of striatal and cerebellar lysates obtained from *Thap1*^*+/-*^ and WT littermates for expression of the indicated proteins. * denotes nonspecific band. CHOP bands are compared to the lower GAPDH panel whereas all others are compared to the highest GAPDH panel.
(TIF) Click here for additional data file.

S2 Fig Effects of *Thap1* mutations on corticostriatal LTD are not mediated by GABA signaling. The GABA-A antagonist gabazine (10μM) was present throughout the recordings. Left: Time-course; representative traces show baseline (dashed lines) and 40 min post HFS (solid lines), with colors corresponding to the time-course graph. Calibration: 1 mV / 5 ms. Right: Summary data over final 5 min of recording (mean ± sem). LTD, measured over the final 5 min, was reduced in slices from *Thap*^*+/-*^ mice, and enhanced in slices from *Thap1*^*C54Y/+*^ mice (ANOVA followed by Neman-Keuls *post hoc* tests). See also S9 Table.
(TIF) Click here for additional data file.

S3 Fig Western blot analysis of **(A)** striatal and **(B)** cerebellar lysates from *Thap1*^*+/-*^ and WT littermates for p-eIF2α/eIF2α, and p-eIF2α/GAPDH were performed 24 hrs after subcutaneous tunicamycin (TM) diluted in 150mM dextrose (or dextrose-only control; DEX). Data are presented as means ± SEM; n = 3 for each genotype and region; data normalized to WT (dextrose-only) controls. Statistical differences were assessed by two-way ANOVAs with Tukey’s *post hoc* tests. See also S9 Table.
(TIF) Click here for additional data file.

S1 Table Differential gene expression analysis in the striatum of *Thap1*^*+/-*^ vs WT mice using IPA platform analysis: Canonical Pathways, Diseases and Biofunctions, DEGs (LOG2 Ratios, p-values), and DAVID Gene Ontology (GO) terms (biological process). (XLSX) Click here for additional data file.

S2 Table Differential gene expression analysis in the striatum of *Thap1*^*C54Y/+*^ vs WT mice using IPA platform analysis: Canonical Pathways, Diseases and Biofunctions, DEGs (LOG2 Ratios, p-values), and DAVID Gene Ontology (GO) terms (biological process). (XLSX) Click here for additional data file.

S3 Table Differential gene expression analysis in the cerebellum of *Thap1*^*+/-*^ vs WT mice using IPA platform analysis: Canonical Pathways, Diseases and Biofunctions, DEGs (LOG2 Ratios, p-values), and DAVID Gene Ontology (GO) terms (biological process). (XLSX) Click here for additional data file.

S4 Table Differential gene expression analysis in the cerebellum of *Thap1*^*C54Y/+*^ vs WT mice using IPA platform analysis: Canonical Pathways, Diseases and Biofunctions, DEGs (LOG2 Ratios, p-values), and DAVID Gene Ontology (GO) terms (biological process). (XLSX) Click here for additional data file.

S5 Table Putative THABs motifs in DEGs overlapping in the striatum and cerebellum of *Thap1*^*+/-*^ and *Thap1*^*C54Y/+*^ vs WT mice. In silico analysis was used to identification putative THABS motifs in 1KB of sequence upstream of the translation start codon. Putative THABs motif indicated by “+” symbol.
(XLSX) Click here for additional data file.

S6 Table Cross-match of the lists of DEGs found to be dysregulated in either of the Thap1 mutant striatum or cerebellum (*Thap1*^*C54Y/+*^ or *Thap1*^*+/-*^ vs WT) with disease genes that have been previously linked to dystonia or other movement disorders, using the Emory University dystonia sequencing panel and the Mount Sinai Genetic Testing Laboratory Movement Disorders and Neuromuscular Disease Panel. (XLSX) Click here for additional data file.

S7 Table List of brain specific cell types and their respective DEGs in the striatum and cerebellum of *Thap1*^*+/-*^ or *Thap1*^*C54Y/+*^relative to WT mice. (XLSX) Click here for additional data file.

S8 Table List of primer sequences for RT-qPCR. Primer sequences for the constituents of eIF2α signaling pathway, and the top 5 DEGs from the striatum and cerebellum of *Thap1*^*+/-*^ or *Thap1*^*C54Y/+*^ relative to WT.
(XLSX) Click here for additional data file.

S9 Table Table detailing the statistical analyses for all significant data, including tests, and *post hoc* analysis where appropriate, for Figs 3–7, and S2 Fig. (XLSX) Click here for additional data file.

S10 Table Summary table of mapped reads for each RNA-Seq sample used in the analysis including total reads, uniquely mapped reads, and fraction mapped reads. (XLSX) Click here for additional data file.

S11 Table **Cross-match lists of DEGs found to be dysregulated in either of the Thap1 mutant striatum or cerebellum (*Thap1*^*C54Y/+*^ or *Thap1*^*+/-*^ vs WT) with THAP1 publicly available ChIP-Seq datasets from (A) Thap1 mouse embryonic stem cells, and (B) human ENCODE K562 cells.** The highest ranking biological functions as identified by DAVID GO for shared genes between the *Thap1*^*+/-*^ cerebellum and the (C) Thap1 mouse embryonic stem cells, and (D) human ENCODE K562 cells are shown.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

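RNA from the striatum and cerebellum of *Thap1*+/- pups, *Thap1* C54Y/+ pups and the WT littermates of each line at postnatal day 1 was analysed in 32 libraries, 4 for each of the 8 groups. For the table of counts, the authors aligned paired-end reads to mm10 with STAR and counted reads on genes with featureCounts. The handling of strand and of reads that map to several places is not named in the paper's text. A second table deposited by the authors holds a normalized signal, which is each count divided by a DESeq2 size factor of its library. This second table was used only to check that relation, and all results come from the counts. All columns of both tables were matched to a sample by name, with 0 left over.

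Group and region were taken from the sample labels and S10 Table. The names of 2 WT libraries of the *Thap1*+/- line give another region than the labels and S10 Table do, and the latter were used. Totals of reads counted on genes ran from 14504443 to 28043210 per library. Counts of any 2 libraries of a group differed by more than sampling noise (chi-square per gene of at least 5.7), so each was taken as a separate replicate.

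Genes with at least 1 count in at least 1 of the 8 libraries of a comparison were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) in R 4.3.3. The designs, the alternatives and the rule for naming genes were fixed before the data were examined, with these exceptions. The GC-content offset, the Y-linked transcript covariate and the cortical marker covariate were chosen after seeing the data. So were all alternatives for the 3 main gene sets in *Thap1* C54Y/+ pups, and for marker and other gene sets in both lines. P-values were adjusted by the Benjamini-Hochberg method. The unadjusted threshold of 0.05 was taken from the paper's tables. Gene sets were tested with the camera test of limma 3.58.1 at an inter-gene correlation of 0.01, over all genes tested. Differences between genotypes and between regions were tested as interaction terms over 16 libraries, each taken as a separate sample.

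Alternatives were DESeq2 1.42.0 (Wald test, with and without a prior on fold changes), DESeq2 size factors, edgeR's filterByExpr, robust empirical Bayes, all 16 libraries or all 8 WT libraries of a region, and leaving out each library in turn. Others were the replicate block, a gene-length offset (a smoothing spline with 5 degrees of freedom for each library), both together, libraries whose names share the prefix 1, and an inter-gene correlation estimated from the data. Pairing for the block comes from the replicate numbers in the sample labels. The text does not state which libraries share an animal.

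Genes named in the text are those that the paper names from its RNA-Seq or follows in the eIF2α pathway, the 5 genes with the smallest p-value in each comparison, and the 2 members with the smallest p-value in a gene set. *Xist* and 4 Y-linked genes were added as label checks. A fold change against a group with no more than 3 counts in any library is given as a lower bound. Coordinates are those of GENCODE M21 (GRCm38), to which 22758 of the 24062 genes were matched by symbol and 916 by an older symbol. The other 388 have no coordinates here.

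The tests of genes, of gene sets and of differences and the gene-length offset were first tested on simulated data. The tests of overlaps, shares, scores and single far libraries were not. With 200 of 21998 genes changed, edgeR recovered 188 (94%) with 4 false calls, and DESeq2 recovered 176 (88%) with 14. With no gene changed among 22035, edgeR called 0 at an adjusted p-value of 0.05. The test of differences recovered 153 of 200 (76.5%) with 6 false calls among 22282 genes. The camera test of 78 genes that were lowered in the simulation gave a p-value of 2.22e-37 (median -0.28, 22025 genes tested), and 0.888 when they were not changed. Genes were drawn independently of each other, so the simulation does not test the camera p-values for correlated genes. A simulated trend with gene length gave a correlation across 15810 genes of 0.494 with fold changes, and 0.0003586 with the gene-length offset.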

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

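The tests of GC content, sex, cortex as a covariate, mislabelled libraries, *Xist*, and the splits behind differences between genotypes and regions were chosen only after the result was seen. The tests of gene length, of single libraries and of splits within a comparison were not.

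The sex pattern was not reported by the paper, which states that all pups were male. In 16 libraries *Xist* was high and each of 4 Y-linked genes was under 1 CPM, so female pups are a candidate explanation (16 of 16 libraries high in *Xist* met it). The pattern was in 2 of 4 *Thap1*+/- and 3 of 4 WT striatal libraries, and in 1 of 4 *Thap1*+/- and 3 of 4 WT cerebellar libraries. With Y-linked transcripts as a covariate, DEGs numbered 3097 in the *Thap1*+/- striatum, 532 in the *Thap1* C54Y/+ striatum and 651 in the *Thap1* C54Y/+ cerebellum, each within 1.5 times the count without it. The count of the *Thap1*+/- cerebellum fell to 1718, which lies at the limit of 1.5 times.

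Single libraries were far from the other 3 of their group in 36 of 202 groups of values, where chance gives about 10.1. Many follow the sex pattern. CPM values of single libraries are TMM-normalized from here on. Among WT striatal libraries of the *Thap1*+/- line, replicate 1 had 118 CPM of *Ddx3y*, 104 of *Eif2s3y*, 81.5 of *Kdm5d* and 55.4 of *Uty*. Replicate 1 of the WT striatal libraries of the *Thap1* C54Y/+ line had 97.6, 90.3, 73.9 and 55.2 of these genes and 2.6 of *Xist*. WT cerebellar replicate 1 of the *Thap1*+/- line had 116, 90.2, 79.3 and 71.1. Conversely, *Thap1*+/- cerebellar replicate 3 had 1760 CPM of *Xist* and 0.132, 0, 0.0659 and 0.0659 of the 4 genes. The library labelled *Thap1* C54Y/+ cerebellar replicate 2 had 1130 CPM of *Xist* and 0.727, 0.509, 0.582 and 0.364, and the library labelled *Thap1* C54Y/+ striatal replicate 2 had 1140 CPM of *Xist*.

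Other single libraries stood apart by little. Among *Thap1*+/- striatal libraries *Eif4a3* was low in replicate 3 (86.6 CPM) and *Ndufs6* high in replicate 1 (38.0 CPM). For the *Thap1*+/- cerebellum, replicate 4 was high in *Eif4a1* (572 CPM) and *Eif4a2* (423 CPM) and low in *Kcnq1ot1* (468 CPM). Its WT littermates were low in *Eif2a* in replicate 3 (76.1 CPM) and in *Eif4b* in replicate 1 (375 CPM). For the *Thap1* C54Y/+ cerebellum, *Tor1a* was low in mutant replicate 1 (25.5 CPM) and *Ppan* high in WT replicate 1 (32.4 CPM). *Mir3473d* (0.0605 CPM) and *Mir6352* (0.0533 CPM) were seen in 1 WT library of their *Thap1* C54Y/+ comparisons, replicate 3, at 1 count. No explanation was tested for these values.

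*Sycp1* was at 4.9 CPM in the library labelled WT striatal replicate 3 of the *Thap1* C54Y/+ line, where the other WT libraries had 0 to 0.139. The library labelled *Thap1* C54Y/+ striatal replicate 2 had 0.186 CPM, against 2.44 to 3.91 in the other mutants. The library labelled *Thap1* C54Y/+ cerebellar replicate 2 had 0.837 CPM, against 3.59 to 5.59 in the other mutants and 0.757 to 1.01 in WT. A mislabelled sample is a candidate explanation. It was tested with a score over 170 cerebellar or 68 striatal genes changed in *Thap1*+/- pups, signed by their direction there. The cerebellar library scored -0.228, outside the 0.0756 to 0.105 of the other mutants and below the WT range of -0.149 to 0.0675. It also had the largest share of uniquely mapped reads counted on genes, 64.47%, against 50.37% to 53.04% in the other mutants. This share parted the *Thap1*+/- and WT cerebellar libraries as well. The score therefore cannot tell an exchanged label from a library that differs in this share. The striatal libraries scored 0.218 and -0.333, and since the striatal scores of both labels overlap, the test could not separate the labels. The libraries labelled mutant replicate 2 share a number in their names, and both were high in *Xist* without Y-linked transcripts. The paper's text does not state whether they share a pup, so they may not be independent cases. Their *Thap1* levels (12.5 CPM in the striatum, 11.6 in the cerebellum) were the lowest of their mutant groups and within the WT ranges. Without the library labelled mutant replicate 2, DEGs numbered 375 in the striatum (595 with all libraries) and 996 in the cerebellum, where this raised the count. Without the library labelled WT striatal replicate 3 they numbered 861. Leaving out other striatal libraries gave up to 935, so these counts do not single out a library. All labels were kept as given, and values from these groups hold only as far as their labels do.

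Gene sets differed between genotypes. The effect in *Thap1*+/- less that in *Thap1* C54Y/+ pups was -0.31 for ribosomal protein, -0.18 for oxidative phosphorylation and -0.16 for complex I genes in the striatum, and -0.28, -0.20 and -0.21 in the cerebellum. These passed adjustment with own WT littermates as control and an inter-gene correlation of 0.01. With all 8 WT libraries of the striatum as control, the medians in *Thap1*+/- and *Thap1* C54Y/+ pups were -0.13 and -0.16 for ribosomal protein, -0.054 and -0.15 for oxidative phosphorylation and -0.057 and -0.18 for complex I genes. The striatal differences thus depend on the control libraries, and an effect of genotype cannot be told apart from a difference between the WT libraries of the lines. In the cerebellum these medians were -0.23 and 0.037, -0.22 and 0.044, and -0.22 and 0.051. Among single genes, 0 differed in either region at an adjusted p-value of 0.05. Any split gives at least 0, so the counts of splits (60 of 60 in the striatum and 60 of 60 in the cerebellum) were certain and show nothing. Unadjusted, 1940 and 1279 genes differed, and 4 and 12 of the 60 splits gave as many.

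Ribosomal protein genes of *Thap1*+/- pups were tested against several technical explanations. The share of uniquely mapped reads that were counted on genes was not among them. In the cerebellum this share was 46.52% to 48.83% in mutant and 50.65% to 55.86% in WT libraries. It thus parted the groups there, and its effect cannot be told apart from that of the mutation. In the striatum the ranges overlapped (49.16% to 58.31% and 52.01% to 62.86%). With a gene-length offset the camera p-values were 1.77e-29 in the striatum and 2.24e-40 in the cerebellum, and with a GC-content offset 1.37e-37 and 2.54e-47. The largest over the fits that left out 1 library were 4.28e-28 and 2.31e-36. With the Y-linked covariate they were 3.13e-43 and 1.93e-48, and with the cortical covariate 3.01e-26 in the striatum. All these p-values rest on an inter-gene correlation of 0.01, and with one estimated from the data the adjusted p-value was 0.259 in each region. The medians of -0.29 and -0.23 went to -0.27 and -0.19 with the length offset. They moved little with the GC-content offset (-0.31 and -0.23) and the cortical covariate (-0.29 in the striatum). The medians were -0.13 and -0.23 against all 8 WT libraries. The real split had the largest absolute median of the 8 splits that part all 4 same-numbered pairs (1 of 8 in each region), but 8 splits cannot give a share under 1 in 8. Over all 35 splits, the others of which part fewer of these pairs, it also had the largest (1 of 35 in each region). In the cerebellum another split came close (-0.2286, against -0.2289). For oxidative phosphorylation genes, 3 of the 35 splits in each region had an absolute median as large, the real split included. For complex I genes 3 did in the striatum and 4 in the cerebellum. A chance split is thus not ruled out by the 8 splits alone, and an effect of the mutation remains a hypothesis.

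Regions differed in *Thap1*+/- pups, striatum less cerebellum, by -0.065 for ribosomal protein genes (adjusted p-value 0.00772), 1.29 for *Fam210b* and 3.83 for *Sycp1*. WT striatal libraries held at most 2 counts of *Sycp1* each, so 3.83 has no firm size. These 2 genes passed adjustment and 1724 passed an unadjusted p-value of 0.05. All these values take the striatal and cerebellar libraries as separate samples, while some pups may have given both. As many adjusted genes were found in 7 of 60 splits, so a chance split of the libraries may give this count.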

How the results depend on the processing

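The GC-content offset and the covariates of Y-linked transcripts and cortical markers were chosen after seeing the data, as were all alternatives for gene sets in *Thap1* C54Y/+ pups. Named genes gave 80 results with 1624 alternatives, of which 1402 kept the direction and the side of the unadjusted threshold, 179 lost the threshold, 16 gained it and 27 reversed. For DESeq2 size factors all 80 were the same. The cause of each change below was not tested.

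Leaving out each library in turn gave 1604 to 4084 DEGs in the *Thap1*+/- striatum (1 to 489 adjusted), 375 to 935 in the *Thap1* C54Y/+ striatum (0 to 0 adjusted), 1678 to 3315 in the *Thap1*+/- cerebellum (2 to 403 adjusted) and 362 to 996 in the *Thap1* C54Y/+ cerebellum (0 to 1 adjusted). The *Thap1*+/- set medians stayed below 0 in these fits. They ran from -0.35 to -0.24 for ribosomal protein, -0.23 to -0.14 for oxidative phosphorylation and -0.23 to -0.13 for complex I genes in the striatum. In the cerebellum they ran from -0.28 to -0.18, -0.24 to -0.14 and -0.25 to -0.14. The striatal medians shrank against all 8 WT libraries to -0.13, -0.054 and -0.057, still past the threshold.

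With all 8 WT libraries as control, DEGs numbered 1581 in the *Thap1*+/- striatum (1 adjusted), 1250 in the *Thap1* C54Y/+ striatum, 1548 in the *Thap1* C54Y/+ cerebellum, and 223 adjusted in the *Thap1*+/- cerebellum. With all 16 libraries in a fit, 0 genes (2930 unadjusted) passed adjustment in the *Thap1*+/- striatum and 1 in the cerebellum. With filterByExpr there were 378 DEGs in the *Thap1* C54Y/+ striatum, 1 and 2 adjusted genes in the *Thap1*+/- striatum and cerebellum, and 49 shared striatal DEGs. At an unadjusted p-value of 0.01, 3 genes were shared in each region. Libraries with the name prefix 1 gave 1322 and 875 DEGs in the *Thap1* C54Y/+ striatum and cerebellum. With the cortical marker covariate, 1220 DEGs (1 adjusted) were found in the *Thap1*+/- striatum.

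DESeq2's Wald test gave 195, 1 and 311 adjusted genes in the *Thap1*+/- striatum, *Thap1* C54Y/+ striatum and *Thap1*+/- cerebellum, and 182, 1 and 310 with the prior. It gave 2, 1 and 12 adjusted genes for the striatal, cerebellar and region differences. Adjusted genes of the *Thap1*+/- cerebellum numbered 35 with the gene-length offset, 44 with the GC-content offset, 86 with robust empirical Bayes and 3 with the Y-linked covariate. With the prior, the median size of fold changes in the *Thap1* C54Y/+ striatum was 0.21 for S5 Table genes. It was 0.049 for all genes with a mean count of at least 10. It was 0.19 and 0.063 in the *Thap1*+/- cerebellum and 0.18 and 0.038 in the *Thap1* C54Y/+ cerebellum.

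Same-numbered libraries had a mean correlation of -0.00563 in the *Thap1*+/- striatum and -0.00426 in the *Thap1*+/- cerebellum. The replicate block gave 2689 DEGs (4 adjusted) in the former and 2398 (160 adjusted) in the latter, and with the gene-length offset too 72 and 82 adjusted genes. In *Thap1* C54Y/+ pups the block gave 1 adjusted gene in the cerebellum, and with the offset 1 in each region. With the block and offset together, up-regulated DEGs were 47.2% in the *Thap1* C54Y/+ striatum and 51.5% in the cerebellum, and with the GC-content offset 48.1% (295 up, 318 down) and 54.1% (280 up, 238 down).

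An inter-gene correlation estimated from the data left the *Thap1*+/- medians at -0.29, -0.19 and -0.19 in the striatum for ribosomal protein, oxidative phosphorylation and complex I genes (unadjusted p-values 0.0649, 0.174 and 0.164). In the cerebellum the latter were at -0.19 and -0.18 (0.0846 and 0.0864), past no threshold.

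In *Thap1* C54Y/+ pups more set medians changed direction or side of the threshold, which for gene sets is here an unadjusted camera p-value of 0.05. For ribosomal protein genes of the striatum the median of 0.0083 passed it at 0.066 with the length offset, 0.075 with the block too and 0.040 with the GC-content offset (adjusted p-value 0.0504 for the last). That median reversed to -0.16 against 8 WT libraries (past the threshold), -0.034 with the name prefix 1 and -0.010 with the Y-linked covariate. For oxidative phosphorylation genes there, the median of -0.014 reversed to 0.040 with the length offset, 0.038 with the block too and 0.022 with the GC-content offset, and passed the threshold at -0.15 against 8 WT libraries. For complex I genes there, the median of -0.044 reversed to 0.036 with the length offset and 0.033 with the block too. It passed the threshold at -0.044 with the block alone (adjusted p-value 0.0643), -0.057 with the Y-linked covariate and -0.18 against 8 WT libraries. With libraries left out these striatal medians ran from -0.051 to 0.041, -0.073 to 0.011 and -0.097 to -0.011. The ribosomal protein range passed the threshold at both ends, and the other ranges at the low end only.

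Cerebellar medians of *Thap1* C54Y/+ pups ran from 0.00016 to 0.077, -0.054 to 0.062 and -0.051 to 0.060 with libraries left out. The medians of 0.052 for ribosomal protein and 0.027 for oxidative phosphorylation genes lost the threshold with an estimated inter-gene correlation. The median of 0.029 for complex I genes passed it at 0.070 with the length offset, 0.069 with the block too, 0.063 with the GC-content offset, 0.051 against 8 WT libraries, 0.076 with the name prefix 1 and 0.066 with the Y-linked covariate.

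Named genes reversed in *Thap1*+/- pups only, but *Hspa5*, *Ddit3*, *Xbp1*, *Atf4* and *Eif4b* were not named in *Thap1* C54Y/+ pups. In the striatum *Tor1a* went to -0.029 with the GC-content offset, -0.016 with the cortical covariate and -0.003463 to 0.14 with libraries left out. *Ddit3* went to 0.016 with the length offset, 0.006215 with the block too, 0.008097 with GC, 0.064 against 8 WT libraries, 0.072 with the cortical covariate and -0.085 to 0.050 with libraries left out. *Xbp1* went to -0.027 with the cortical covariate and -0.0007528 to 0.091 with libraries left out. *Atf4* (0.002007) and *Hspa5* (0.050, from -0.17 as a DEG) reversed against 8 WT libraries, and *Atf4* ran from -0.12 to 0.005538 with libraries left out. In the cerebellum *Eif4b* (0.027) and *Xbp1* (-0.003011) reversed against 8 WT libraries. *Xbp1* went to -0.050 with the Y-linked covariate and -0.038 to 0.057 with libraries left out. *Ddit3* went to 0.043 with the length offset, 0.040 with the block too and -0.082 to 0.050 with libraries left out.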

Differences from the paper's values

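Counts that differed were as follows. At an adjusted p-value of 0.05 the paper gives 1 gene for the *Thap1* C54Y/+ striatum, against 0 here (595 unadjusted). The replicate block with the gene-length offset, DESeq2's Wald test and DESeq2 with the fold-change prior closed the gap, and 16 alternatives set before the data were examined did not. For the *Thap1*+/- cerebellum the paper gives 310 genes, against 11 here. All 8 WT libraries as control, leaving out mutant replicate 4, DESeq2's Wald test and DESeq2 with the prior closed that gap, and 14 did not. The paper gives 111 up-regulated DEGs for the *Thap1* C54Y/+ cerebellum, against 169 here. The gap was closed by filterByExpr, the replicate block, robust empirical Bayes, DESeq2's Wald test, DESeq2 with the prior, and leaving out mutant replicate 1, 3 or 4 or WT replicate 1, 2 or 3. The other 8 did not close it.

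For DEGs shared between genotypes, the paper gives 22 changed in opposite directions in the striatum, against 46 here, a gap that filterByExpr closed and 3 others did not. In the cerebellum the paper gives 35 shared DEGs, against 67 here, closed by DESeq2's Wald test and filterByExpr but not by 2 others. Of these the paper gives 20 down-regulated, against 34 here, closed by these 2 and the replicate block but not by DESeq2 size factors. It gives 8 up-regulated, against 13 here, closed by all 4 alternatives, and 7 in opposite directions, against 20 here, closed by none of the 4.

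Log2 fold changes differed for a number of genes, and DESeq2 with the fold-change prior closed the gap for each of them. For *Scand1* in the *Thap1*+/- striatum (the paper's 1.27, against 1.58 here) no other alternative set before the data were examined did. The same holds in the *Thap1* C54Y/+ striatum for *Rsph1* (the paper's -0.33, against -0.77), *Cryab* (the paper's -0.14, against -1.5) and *Oxtr* (the paper's 0.41, against 0.90), and in the *Thap1* C54Y/+ cerebellum for *Sycp1* (the paper's 0.22, against 2.08). It also holds for lower bounds in *Thap1* C54Y/+ pups, which were 1.09 for *Mir3473d* (the paper's 0.16) and 1.18 for *Gm11529* (the paper's 0.16) in the striatum, and 0.96 for *Mir6352* (the paper's 0.088) and 1.76 for *Atf7ip2* (the paper's 0.11) in the cerebellum.

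For 3 other genes only all 8 WT libraries as control closed the gap beside the prior. These were *Sycp1* in the *Thap1*+/- striatum (the paper's 2.44, against a lower bound of 4.34), *Eps8l1* in the *Thap1* C54Y/+ striatum (the paper's -0.52, against -1.03) and *Fam210b* in the *Thap1*+/- cerebellum (the paper's -0.80, against -1.12). For *Colec12* in the *Thap1*+/- cerebellum (the paper's -0.50, against -0.65) leaving out WT replicate 1 or mutant replicate 4 also did. In the *Thap1* C54Y/+ cerebellum, leaving out mutant replicate 2 or WT replicate 3 did so for *Nid2* (the paper's -0.24, against -0.41), and these or mutant replicate 3 for *Lama1* (the paper's -0.19, against -0.40). For *Cdh4* in the *Thap1* C54Y/+ striatum (the paper's 0.29, against 0.57) leaving out mutant replicate 1 or 2 or WT replicate 1 did.

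More alternatives closed the gap for the remaining genes. For *Cdh4* in the *Thap1*+/- striatum (the paper's 0.71, against 0.90) they were filterByExpr, the gene-length offset alone or with the block, all 16 libraries, all 8 WT libraries, and leaving out WT replicate 1 or 3 or mutant replicate 2 or 4, and 8 did not close it. For *Cryab* there (the paper's 0.41, against 0.89) they were the replicate block alone or with the offset, all 8 WT libraries, and leaving out mutant replicate 2 or WT replicate 4, and 12 did not. For *Cpne4* there (the paper's 0.89, against 1.10) they were the gene-length offset alone or with the block, all 8 WT libraries, and leaving out mutant replicate 1 or WT replicate 1 or 3, and 11 did not. For *Tnfrsf11a* in the *Thap1* C54Y/+ striatum (the paper's 0.35, against 0.48) they were all 8 WT libraries, the libraries with name prefix 1, and leaving out mutant or WT replicate 4, and 14 did not. For *Thap1* in the *Thap1*+/- cerebellum (the paper's 0.33, against 0.47) they were all 8 WT libraries and leaving out mutant replicate 1 or 4 or WT replicate 2, and 13 did not. For *Thap1* in the *Thap1* C54Y/+ cerebellum (the paper's 0.19, against 0.31) they were filterByExpr, DESeq2's Wald test, name prefix 1, and leaving out mutant replicate 1 or 3 or WT replicate 1 or 4, and 11 did not. For *Synm* there (the paper's -0.31, against -0.45) they were the gene-length offset alone or with the block, name prefix 1 and leaving out WT replicate 1, and 14 did not.

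The paper counts *Wibg* among the striatal DEGs of both genotypes. In *Thap1*+/- pups it was at -0.23 here and not a DEG. It was a DEG with filterByExpr (-0.24), all 16 libraries (-0.24), DESeq2's Wald test (-0.23) or the prior (-0.22), and without mutant replicate 2 (-0.28), WT replicate 3 (-0.28) or WT replicate 4 (-0.27). It was also one with the GC-content offset (-0.32) and the Y-linked covariate (-0.25), which were chosen after seeing the values. Of the 55 striatal genes in S5 Table, 49 were DEGs of *Thap1*+/- and 45 of *Thap1* C54Y/+ pups here, and 54 and 55 with the prior. Of its 35 cerebellar genes, 35 and 34 were DEGs, and 35 and 35 with the prior.

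The paper describes the fold changes in S5 Table as smaller in *Thap1* C54Y/+ than in *Thap1*+/- pups. Over its striatal genes their median size was also smaller in *Thap1* C54Y/+ (0.49) than in *Thap1*+/- pups (0.56), as it was with the prior (0.21 and 0.40). The sizes without the prior differed by less than the larger jackknife error of 0.206, so a smaller size was not shown. No such error was computed for the sizes with the prior, so their difference was not judged. Over its cerebellar genes it was 0.29 in *Thap1* C54Y/+ and 0.25 in *Thap1*+/- pups, which differed by less than the larger jackknife error of 0.041. With the prior these sizes were 0.18 and 0.19, again without an error. Without naming a region, the paper counts eIF2a, eIF4A and eIF4B among the DEGs. *Eif2a* and *Eif4b* were DEGs in the *Thap1*+/- striatum but not in the cerebellum (-0.055 and -0.087). *Eif4a2* was a DEG in the cerebellum but not in the striatum (-0.12), except without WT replicate 3 (-0.19). The paper describes lower ATF4 protein in the *Thap1*+/- striatum as matching its RNA-Seq and RT-qPCR data. By RT-qPCR it reports a significant *Atf4* difference there. In the RNA-Seq counts the striatal *Atf4* transcript was at -0.029 on the log2 scale and not a DEG with any alternative run. The RT-qPCR values were not examined here.

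Cell types that the paper names as the largest fractions differ from the longest lists in S7 Table. For down-regulated genes of the *Thap1*+/- striatum the paper names neurons, while the longest list is that of astrocytes with 26 genes. For the *Thap1*+/- cerebellum the paper names endothelial cells for up-regulated genes, of which the table lists 1, against 5 neuronal genes. It names oligodendrocyte progenitors for down-regulated genes, of which the table lists 7, against 10 endothelial genes. In the *Thap1* C54Y/+ cerebellum it names endothelial and microglial cells for up- and down-regulated genes, and the table lists 2 endothelial genes and 1 microglial gene, all down-regulated.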

Other observations

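The tests of cortical markers as a covariate, of splits for shared DEGs and of genes near *Thap1* were chosen only after the result was seen. The marker sets, the splits within a comparison and the library with a cerebellar name were tested as planned. Medians of marker sets are log2 fold changes. Their p-values are from limma's camera test with an inter-gene correlation of 0.01 and hold only for that setting. With a correlation estimated from the data, the smallest adjusted p-value over the same 60 set tests was 0.555, so no marker set passed. All alternatives for these sets were chosen after seeing the data.

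Splits of the libraries into other groups of 4 gave as many DEGs in some cases. Among the 8 splits that part all 4 same-numbered pairs, 2 gave as many DEGs as the *Thap1*+/- striatum, 5 as the *Thap1* C54Y/+ striatum, 1 as the *Thap1*+/- cerebellum and 7 as the *Thap1* C54Y/+ cerebellum, the real split included. These 8 splits are too few to rule out chance. Over all 35 splits, the others of which part fewer pairs, the numbers were 2, 25, 1 and 26. Most groupings of the libraries thus gave as many DEGs as the comparison of *Thap1* C54Y/+ with WT pups.

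Shared DEGs of the main fits may be a chance overlap. As many as the 80 in the striatum were found in 14 of 64 pairs of splits (median 45, largest 556). As many as the 67 in the cerebellum were found in 25 of 64 (median 52, largest 447). With the replicate block or DESeq2's Wald test, more genes were shared than by independent sets in both regions, and with filterByExpr fewer. The splits were counted for the main fits only and do not decide whether those overlaps arose by chance.

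Striatal tissue of *Thap1*+/- pups may have held more cortex or septum. Cortical projection neuron markers were higher in 15 of 15 genes (median 1.17, p-value 1.439e-12), and septum markers in 7 of 9 (median 0.40, adjusted p-value 0.0194). Both medians stayed above 0 with DESeq2 size factors, the gene-length and GC-content offsets, the replicate block and all 8 WT libraries. With an estimated inter-gene correlation, the cortical set had an unadjusted p-value of 0.0583 and an adjusted one of 0.586. With the mean level of the cortical markers as a covariate, DEGs fell to 1220. That covariate also takes up any effect of the mutation on these markers, so dissection and mutation cannot be told apart. Mean cortical marker levels were 5.24 to 6.04 (log2 of CPM plus 1) in *Thap1*+/- libraries and 2.58 to 5.59 in WT. The WT striatal library with a cerebellar name did not account for the DEGs, which numbered 4084 without it. Cortical markers were lower in the *Thap1* C54Y/+ striatum (median -0.61, 13 of 15 lower, adjusted p-value 0.0159), with an adjusted p-value of 0.0966 with the replicate block.

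Cells lining the ventricles, in the striatum, and cells covering the brain, in the cerebellum, are candidate sources of genes lower in both genotypes. In the striatum, 28 markers of motile cilia and ependymal cells outside S5 Table were lower in *Thap1*+/- (25 of 28 lower, median -0.32) and *Thap1* C54Y/+ pups (28 of 28 lower, median -0.53), and the larger of the 2 p-values was 2.5e-05. In the cerebellum, meningeal markers outside S5 Table were lower in both (9 of 13, median -0.11, and 10 of 13, median -0.26), with a larger p-value of 0.000315. For endothelial markers there it was 0.00502. Neither pattern held for both genotypes in the other region. Striatal meningeal markers had medians of 0.33 in *Thap1*+/- (p-value 0.646) and -0.99 in *Thap1* C54Y/+ pups (p-value 5.42e-05), and striatal endothelial markers 0.068 (p-value 0.346) and -0.13 (p-value 0.00576). Cerebellar ependymal markers were at -0.017 (p-value 0.879) and -0.21 (p-value 2.02e-06). Against all 8 WT libraries the *Thap1*+/- values were 0.772 and 0.129, so the cerebellar pattern in that line depends on the control libraries. With the replicate block the *Thap1* C54Y/+ medians were -0.54 for the ependymal and -0.25 for the meningeal set, and none of these medians changed sign with another scaling or control group. A change in expression within these cells was not tested.

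Genes within 10 Mb of *Thap1* could carry strain variants. A larger share of DEGs than among other genes was not shown for them (Fisher's exact test, one-sided, 0.944 and 0.192 for *Thap1*+/- and *Thap1* C54Y/+ striatum, 0.403 and 0.233 for cerebellum). The shares were 8.67% against 12.5%, 4.05% against 2.6%, 12.4% against 11.5% and 3.4% against 2.23%, higher near *Thap1* in 3 of 4 comparisons, so a small excess is not ruled out.

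Fold changes were compared with gene length over 15099 to 15618 genes with a mean count of at least 10. In the striatum their Spearman correlations across genes were 0.161 for *Thap1*+/- and 0.113 for *Thap1* C54Y/+ pups. In the cerebellum they were 0.295 and 0.0157, the latter close to none. With GC content they were 0.174, -0.0793, -0.0472 and -0.219 in this order. Genes are not independent replicates, so no p-value is given.

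Mitochondrial ribosomal protein genes were lower in *Thap1*+/- pups, in 70 of 77 genes in each region, with medians of -0.14 and -0.13 that stayed under 0 with each scaling tried (adjusted p-values 8.53e-08 and 1.06e-09). With an estimated inter-gene correlation the adjusted p-values were 0.586 in both. The striatal median was -0.052 in *Thap1*+/- (adjusted p-value 0.0251) and -0.12 in *Thap1* C54Y/+ pups (adjusted p-value 1.85e-07) against all 8 WT libraries. Of these genes 53 were higher in the *Thap1* C54Y/+ cerebellum, with a median of 0.040 that stayed above 0 with each scaling tried (adjusted p-value 0.00693, or 0.0126 with the replicate block).

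Transcripts of other eIF2α pathway genes were measured in *Thap1*+/- pups. *Hspa5* was at -0.17 on the log2 scale in the striatum and -0.051 in the cerebellum, *Rps6* at -0.33 and -0.19, *Ddit3* at -0.0092 and -0.013, and *Xbp1* at 0.054 and 0.012. *Hspa5* was a DEG in the striatum and *Rps6* in both regions, and none passed an adjusted p-value of 0.05. *Tor1a* was at 0.067 in the *Thap1*+/- and 0.074 in the *Thap1* C54Y/+ striatum, and at -0.11 and 0.13 in the cerebellum, and was not a DEG in any.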
